# Changes in mRNA/protein expression and signaling pathways in *in vivo* passaged mouse ovarian cancer cells

**DOI:** 10.1371/journal.pone.0197404

**Published:** 2018-06-21

**Authors:** Qingchun Cai, Qipeng Fan, Aaron Buechlein, David Miller, Kenneth P. Nephew, Sheng Liu, Jun Wan, Yan Xu

## Abstract

The cure rate for late stage epithelial ovarian cancer (EOC) has not significantly improved over several decades. New and more effective targets and treatment modalities are urgently needed. RNA-seq analyses of a syngeneic EOC cell pair, representing more and less aggressive tumor cells *in vivo* were conducted. Bioinformatics analyses of the RNA-seq data and biological signaling and function studies have identified new targets, such as ZIP4 in EOC. Many up-regulated tumor promoting signaling pathways have been identified which are mainly grouped into three cellular activities: 1) cell proliferation and apoptosis resistance; 2) cell skeleton and adhesion changes; and 3) carbohydrate metabolic reprograming. Unexpectedly, lipid metabolism has been the major down-regulated signaling pathway in the more aggressive EOC cells. In addition, we found that hypoxic responsive genes were at the center stage of regulation and detected functional changes were related to cancer stem cell-like activities. Moreover, our genetic, cellular, biochemical, and lipidomic analyses indicated that cells grown in 2D vs. 3D, or attached vs. suspended had dramatic changes. The important clinical implications of peritoneal cavity floating tumor cells are supported by the data proved in this work. Overall, the RNA-seq data provide a landscape of gene expression alterations during tumor progression.

## Introduction

Epithelial ovarian cancer (EOC) represents the most lethal gynecologic malignancy in the United States. In 2017, approximately 22,000 women were estimated to be diagnosed with ovarian cancer and more than 14,000 deaths attributed to the disease were projected to occur. These numbers have not improved over several decades [1–3]. For those women diagnosed with advanced stage high grade serous ovarian cancer (HGSOC), which accounts for about 70% of EOC cases, less than 30% of patients currently survive more than five years after diagnosis with little improvement in overall survival over the past 40 years [2–4]. This poor outcome is mainly attributed to the development of recurrent disease that is often resistant to chemotherapy. Treatment options for recurrent ovarian cancer are currently limited and not curative, warranting the development of novel therapeutic strategies.

While large-scale integrated genomic analyses have been conducted by the Cancer Genome Atlas research network and other organizations [5], the driver genes, functional players, and critical regulators for each step of EOC development remain to be further identified and characterized. It is well known that the tumor microenvironment plays important roles in tumorigenesis [6, 7] and *in vivo* passaged tumor cells usually acquire enhanced tumor progression abilities, such as SKOV3ip1, HEY-A8 or HEY-1B, and PC-3 and LNCaP derived cell lines [8–11]. Hence, comparing the gene expression alterations in these cell lines is one of the approaches to reveal functionally linked genes. However, many of these cell lines and their parental cells are not fully characterized at the gene expression level.

ID8 syngeneic mouse EOC line was obtained through spontaneous transformation of normal ovarian surface epithelial cells from C57BL6 mice by repetitive passage *in vitro* [12]. These tumor-forming cells were not passaged *in vivo*. To determine the critical processes of EOC development, we have developed a highly aggressive EOC cell line (ID8-P1 and ID8-P2) from ID8-P0 (without *in vivo* passage) through *in vivo* passage in immunocompetent and syngeneic C57BL6 mice [13]. The times to tumor formation and mouse morbidity were reduced from ~90 days for ID8-P0 cells to ~30 days in P1 cells [13]. RNA-seq analysis enables a systems-level understanding of gene expression changes underlying the dramatic tumorigenic changes detected.

The next generation of hallmarks of cancer proposed by Hanahan and Weinberg in 2011 [14] includes emerging hallmarks like deregulating cellular energetics (metabolism reprograming). Along with the emphasis in intracellular signaling networks with several functional circuits (proliferation, motility, viability, cytostasis, and differentiation) and tumor microenvironment, our understanding of the cancer orchestra has been depicted and summarized at a new level. Our RNA-seq and functional analyses have focused on these important hallmarks. In particular, we have demonstrated that *in vivo* passaged ID8 in the peritoneal microenvironment promotes resistance to anoikis in ovarian cancer cells by reprogramming SRC/AKT/ERK signaling [13, 15].

A 'Warburg effect' with increased glycolysis has been observed in ID8-P1 vs. -P0 cells [13, 15]. Intense interest in the 'Warburg effect' has been revived by the discovery that hypoxia- inducible factor 1 (HIF1) reprograms pyruvate oxidation to lactic acid conversion [16]. Most, if not all, of solid cancers encounter hypoxic conditions. Cancer cells acquire the ability to survive hypoxic environments and hypoxia itself can activate adaptive cellular responses that contribute to tumor progression [17, 18]. We have shown previously that the human EOC ascites environment is hypoxic [18].

CSC or tumor-initiating cells (TIC) represent a rare population of undifferentiated oncogenic cells responsible for tumor initiation and maintenance. These cells are important in both tumor recurrence and chemoresistance due to their ability to self-renew, modulate/balance the differentiation of tumor cells, and survive in the presence of conventional treatment [19–22]. Although many CSC markers, including CD133, CD117, CD44, CD24, Hoechst 33342-exfluxing side population (SP), and aldehyde dehydrogenase (ALDH) activity are available to purify TIC [23, 24], our understanding of CSC in EOC is far from complete, partially related to the highly heterogeneous nature of the disease. Thus, the identification and further characterization of CSCs in EOC is critical for the development of new therapeutic strategies for more effective treatment of EOC.

RNA-seq data for mRNA expression in two pairs of ID8-P0 and -PW2 (tumor cells isolated from tumors developed in the peritoneal wall after two *in vivo* passages) cells cultured in suspension were obtained using an improved protocol developed in Dr. Nephew’s lab [25]. In this work, bioinformatic analyses were conducted, which allows the large number of data sets generated in recent years to be integrated. Networks and pathways revealed by bioinformatic analyses guided genetic, cellular, and biochemical analyses to validate and identify new targets for EOC. In particular, the expression, signaling mechanisms, and/or functions of several important targets were verified in human tissues and/or human EOC cells. Many of the identified genes/proteins in the RNA-seq data have been previously shown to be up-regulated in human EOC tissues, with potential clinical correlation, suggesting that the findings have therapeutic implications.

## Results

### RNA-seq data generation and analyses

RNA-seq data for mRNA expression in two pairs of ID8-P0 and ID8-PW2 [an ID8-P2 cell line derived from tumor cells isolated from tumors in the peritoneal wall (PW) after two *in vivo* passages] cells cultured in suspension condition were generated. The experimental design of the study is shown in **Fig 1A**. 

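RNA was sequenced from ID8-P0 cells, the parental mouse ovarian cancer line, and from ID8-PW2 cells, which had passed 2 times through mice and came from a peritoneal wall tumor. Each group had 2 libraries, from cells kept in suspension for 24 h before collection. The paper states that RNA was separated by size and that ribosomal RNA was reduced in both fractions before amplification. By the submitters' processing notes, the authors called bases with CASAVA 1.8.2, trimmed reads with Trimmomatic 0.22, aligned them with TopHat2 2.0.6 and Bowtie2 2.0.2, counted them per gene and compared the groups with edgeR 3.20.8. The paper's text names neither the edgeR test nor a filter. For each of 23875 genes, the authors' deposited table gives the fold change of ID8-PW2 over ID8-P0, the mean level as log2 CPM (a gene's reads scaled by the total of the library), the dispersion, the p-value and the p-value adjusted by the Benjamini-Hochberg method, called adjusted p here. It also holds 4 columns of counts per sample under names that no label uses, which were not used here. No library total, level per library or standard deviation is therefore given, and no model was fitted again. Genes were called higher at an adjusted p under 0.01 with a fold change over 1.2, and lower at the same adjusted p with a fold change under 0.83, the thresholds of the paper's Methods. The mean level was put back on the CPM scale, and the square root of the dispersion gave the biological coefficient of variation (BCV), the spread between libraries of a group that edgeR estimated. The paper describes ID8-PW2 as a cell line, so this spread and the p-values are those of duplicate libraries of each line. Variation between separately passaged tumors is not measured. Genes with a mean of at least 1 CPM, of which there were 12214, are called expressed genes. Their median BCV was 9.77% and their median log2 fold change was 0.01. The most abundant gene, Gm26924, held 30.0% of the mean CPM and was called lower in ID8-PW2, at a fold change of 0.624 in the authors' deposited table. CPM levels of the other genes rest in part on this gene. At the table's lowest level of 0.163 CPM stood 4561 genes, and a fold change whose lower group lies near that level depends on the small count edgeR adds and is no bound. Before the data were examined, 58 gene lists were fixed, of which 47 had at least 5 expressed members and were tested. Members called in 1 direction were tested with Fisher's exact test (one-sided), and the list as a whole with limma's cameraPR on ranks at an inter-gene correlation of 0.01, each adjusted over lists. This correlation could not be estimated without values per library. Many of the lists have themes that the paper reports from these same libraries, such as cholesterol synthesis and HIF targets. Tests of such lists are not independent of the paper's findings, and the adjustment over lists does not cover this choice. The labels place both ID8-P0 libraries on lane 3 and the ID8-PW2 libraries on lanes 4 and 8, so lane and condition cannot be told apart. Positions are those of the table, in which 23381 of the 23382 genes also found in GENCODE release M21 for GRCm38 lay on the same chromosome.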

While we have developed both ID8-P1 and ID8-P2 (*in vivo* passage 1 and 2) cells, we found that the second *in vivo* passage does not further increase aggressiveness *in vivo* and there are no significant differences in *in vitro* functional analyses, including anoikis resistance and cell proliferation. In addition, the ID8-P1 cells obtained from different organs (including ascites) do not show significant functional differences *in vitro* and have similar tumorigenic potential and metastatic organ preference as we have shown previously [13]. Hence, although the RNA-seq data were generated from the ID8-P2 vs. -P0 cells, most expression and functional assays were conducted and compared between ID8-P1 and -P0 cells in this work.

**Fig 1:**
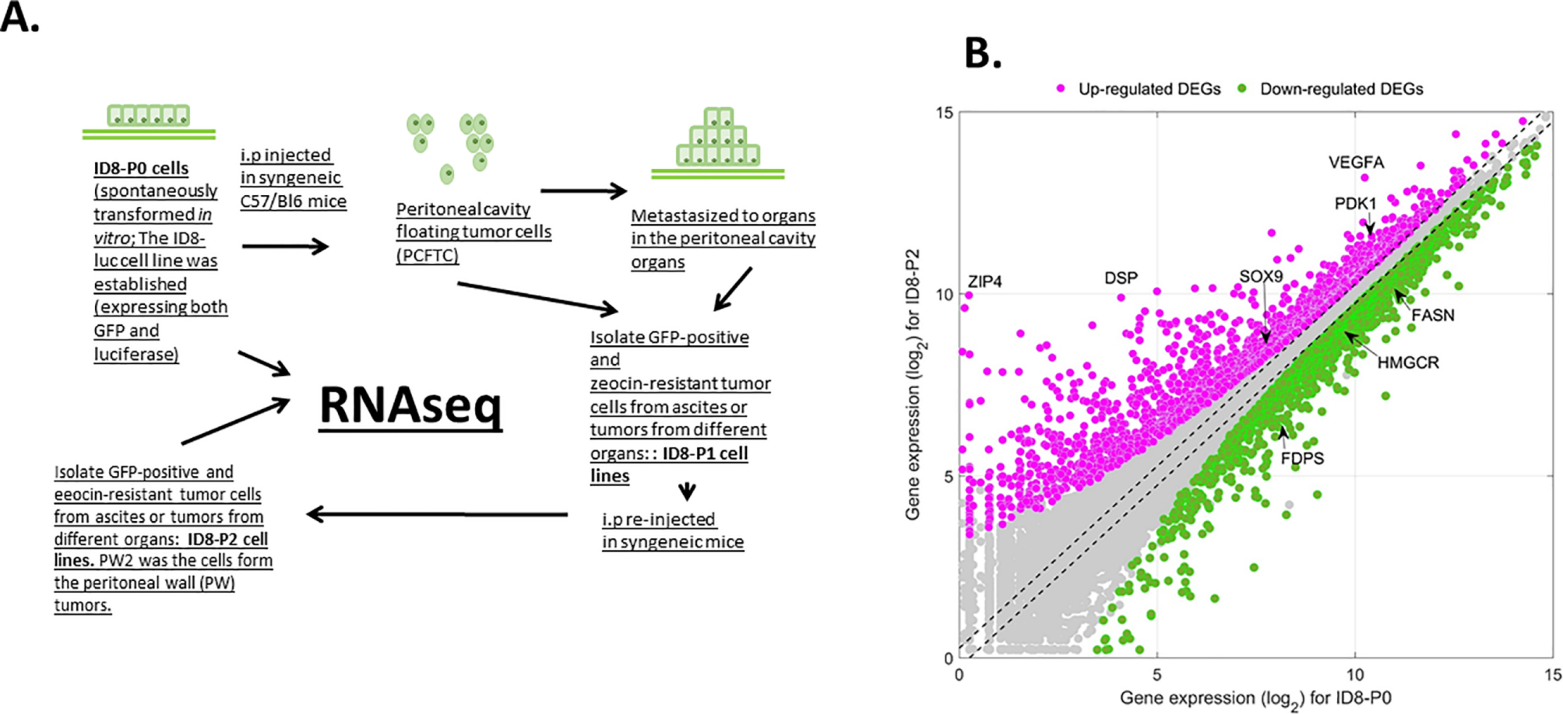
Experimental design and differentially expressed genes (DEG) analyses. **A.** ID8 syngeneic mouse EOC line was obtained through spontaneous transformation of normal ovarian surface epithelial cells from C57BL6 mice by repetitive passage in vitro. The ID8-luc cell line (expressing both GFP and luciferase) was established as described previously. The procedures used to establish ID8-P1 and -P2 cell lines and the cells used for RNA-seq are illustrated in the figure. **B.** Scatter plot of gene expression for ID8-P0 and ID8-P2 cell lines. The red and green dots represent up- and down-regulated DEGs, respectively. Several genes mentioned in the current work are marked in the figure.

The duplicate RNA-seq data displayed highly consistent results, evidence by correlational analyses (**S1 Fig**). We confirmed the results using RT-qPCR, Western blot analyses, and/or ELISA assays in ID8 and human EOC cells for more than 40 genes identified. Differential analysis was performed with a published software edgeR [26]. Differentially expressed gene (DEG) was determined if its p-value after false discovery rate (FDR) controlling multiple test correction was less than 0.01 and its fold change (FC) magnitude between ID8-PW2 and -P0 was greater than 2-fold (**Fig 1B**). In this study, we finally identified 1902 up-regulated DEGs in ID8-PW2 and 1466 down-regulated DEGs in ID8PW2 compared to ID8-P0. 

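The genes higher in ID8-PW2 moved further than the genes lower. The median fold change was 2.23 among genes called higher and 0.607 among genes called lower, and changes of 10-fold or more were seen for 320 and 36 genes. Tgfbi, an extracellular matrix protein induced by TGF-β, had the largest fold change of the genes with at least 10 CPM in the higher group, 2180.3 in the authors' deposited table (adjusted p = 3.18e-75). Spint2, an inhibitor of serine proteases, followed with 1071 (adjusted p = 1.57e-32), and Serping1, the C1 inhibitor of complement, had 214 (adjusted p = 6.44e-169) and ranked at 5 by p in the authors' deposited table. Of the genes called lower from at least 10 CPM in ID8-P0, those with the smallest ratios in the authors' deposited table were Grem1, a secreted BMP antagonist (0.0347, adjusted p = 1.70e-44), Prg4, a secreted lubricating proteoglycan (0.0425, adjusted p = 1.65e-104), and Fmn1, a formin next to Grem1 on chromosome 2 (0.0497, adjusted p = 1.91e-64). Chromosome 2 had a median log2 fold change of -0.21, with 175 genes lower and 74 higher of 937. Hp, which encodes haptoglobin, was the gene called lower with the smallest p, at a fold change of 0.0839 in the authors' deposited table (adjusted p = 7.48e-172, BCV 6.72%). The estimated ID8-P0 levels of Tgfbi and Spint2 were under the table's lowest level, so the size of their fold changes is not bounded. With a fold change over 2 or under 0.5, 1069 genes were called higher and 408 lower.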

More than 6,000 genes with detectable expression levels were not significantly changed between the ID8-PW2 and -P0 cells, including those listed as new and revisited housekeeping genes (Chmp2a, Emc7, Psmb2, Psmb4, Snrpd3, and Vps29) identified based on analysis of next-generation sequencing (RNA-seq) data [27], indicating that the expression levels are normalized.

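Of the 6 housekeeping genes, 0 was called in either direction (0 adjusted over the list alone). From edgeR, the authors' tool, 0 was higher and 2 were lower at an unadjusted p under 0.05. These were Psmb2, a proteasome subunit, with a fold change of 0.792 (p = 0.0146), and Emc7, a subunit of an ER membrane complex, with 0.825 (p = 0.0190), in the authors' deposited table. The highest value of the 6 in the authors' deposited table was that of Chmp2a, a component of the ESCRT machinery, at 1.19 (adjusted p = 0.247). Of the 4 other genes of the same published housekeeping set, 1 was higher and 2 were lower (1 and 2 adjusted over the list alone). Gpi1, a glycolytic enzyme, had in the authors' deposited table a fold change of 1.83 (adjusted p = 6.44e-08), Reep5 0.639 (adjusted p = 2.57e-08), Vcp 0.742 (adjusted p = 0.000211) and Rab7 1.04 (adjusted p = 1.00). Of 14 genes often used as PCR references, 3 were higher and 1 was lower (3 and 1 adjusted over the list alone). Their fold changes in the authors' deposited table were 1.54 for Gapdh, 1.65 for Ywhaz, 2.08 for Tfrc and 0.591 for Ppia. Ywhaz lies on chromosome 15, whose genes were higher as a group, and Ppia near the start of chromosome 11, where genes were lower as a group. In all, 9019 expressed genes were not called, and a gene that was not called is not thereby shown to be equal in both groups.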

### RNA-seq identified new potential target genes

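Slc39a4, which encodes a zinc importer of the plasma membrane, had the smallest p of all genes in the authors' deposited table (log2 fold change 7.51, adjusted p = 7.65e-213). Its identifier is ENSMUSG00000063354, and it lies on chromosome 15 from 76612385 to 76616852. Its mean level was 41.7 CPM and its BCV 7.23%, as computed from the authors' deposited table. Split by the fold change, this gives about 83.0 CPM in ID8-PW2 and 0.454 CPM in ID8-P0, so the size of the fold change rests on a low ID8-P0 level. Chromosome 15 genes were higher as a group, with 229 called higher and 14 called lower of 464 expressed genes.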

The top candidate is Slc39A4 or ZIP4, a zinc (Zn) transporter, which was 183-fold upregulated as detected by RNA-seq. We have confirmed that ZIP4 is over-expressed in human EOC tissue and demonstrated its CSC-related activities in human high grade serous ovarian cancer (HGSOC) cells. Interestingly, the oncolipid lysophosphatic acid (LPA) effectively up-regulates ZIP4 expression via the nuclear receptor peroxisome proliferator-activated receptor gamma (PPARγ) [28]. Several putative PPRE elements [29], containing the AGGTCA sequence are detected in the 10 kb ZIP4 promoter region.

In addition to ZIP4, we found that several other zinc or metal ion regulating proteins were up-regulated. 

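Among zinc transporters and metallothioneins, single genes changed strongly in both directions. Mt2, a metal-binding metallothionein, had a fold change of 25.4 (adjusted p = 1.70e-89) and its paralog Mt1 of 3.01 (adjusted p = 3.67e-43) in the authors' deposited table. Slc30a4, a zinc exporter, was lower, with 0.549 in the authors' deposited table (adjusted p = 6.21e-15). Of 20 expressed members of this list, 4 were higher and 5 were lower, and adjusted over the list alone, 4 were higher and 5 were lower. The list as a whole did not pass the test (adjusted p = 0.902 from cameraPR, 0.561 for higher and 0.225 for lower members from Fisher's exact test).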

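Each of the 136 genes that S1 Table lists as zinc ion binding was called higher in ID8-PW2. Their fold changes ran from 1.21 to 153 with a median of 1.92 in the authors' deposited table, and 63 of them were 2-fold or more. The study chose this list from genes called in these libraries, so its direction is not independent evidence.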

In fact, the molecular function of GO:0008270~zinc ion binding identified 136 genes upregulated in ID8-PW2 vs. P0 cells (**S1 Table**). Enpp1, Enpp2 (ATX, the major LPA producing enzyme), Brca1, Mt1, Mt2, and Pxn are among the list. 

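Enpp2, the enzyme that makes LPA outside the cell, had a fold change of 4.93 (adjusted p = 3.10e-08, mean 4.21 CPM) in the authors' deposited table. Its relative Enpp1 had 2.21 (adjusted p = 1.78e-23), and Brca1, a DNA repair gene, 1.75 (adjusted p = 0.00442, mean 7.52 CPM), in the authors' deposited table. The lipid phosphatase genes Ppap2a and Ppap2c, whose products can degrade LPA, were lower, with 0.455 (adjusted p = 3.15e-06) and 0.610 (adjusted p = 3.23e-06) in the authors' deposited table. Among the nuclear receptors of this list, Ppara was higher at 3.29 (adjusted p = 0.00162), while Pparg did not pass at 2.66 (adjusted p = 0.0528), in the authors' deposited table. Of 7 expressed genes of LPA signalling, 2 were higher and 3 were lower (2 and 3 adjusted over the list alone; adjusted p = 0.981 from cameraPR). Enpp2 and Ppara lie on chromosome 15, whose genes were higher as a group.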

We have confirmed the over-expression of Mt1/2, as well as several additional genes (see below).

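Sox9 encodes a transcription factor of development and lies on chromosome 11 from 112782224 to 112787760. For ID8-PW2 against ID8-P0, the comparison that was sequenced, its log2 fold change was 1.36 in the authors' deposited table (adjusted p = 1.02e-24). The mean level was 35.1 CPM and the BCV 6.88%, computed from the authors' deposited table, and Sox9 ranked at 244 of 23875 genes by p.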

SOX9 is another gene detected to be up-regulated in ID8-P1 vs. ID8-P0 cells (2.6 fold, *P* = 1 x 10^-26^). We have recently determined SOX9’s potential oncogenic activity and regulatory mechanisms controlling SOX9 protein expression in EOC cells (ID8 and HGSOC cells) [30]. SOX9 is involved in cellular activities related to CSC, including anoikis-resistance, regulation CSC marker CD44, and spheroid-formation [30]. Interestingly, ZIP4 was an up-stream regulator of SOX9, since we found that when ZIP4 was knocked out by the CRISPR/Cas9 system in PE04 cells or ZIP4 overexpression (OE) in PE01 cells as shown previously [28], SOX9 expression was completely blocked or upregulated by LPA in a ZIP4-dependent manner, respectively (**Fig 2**).

**Fig 2:**
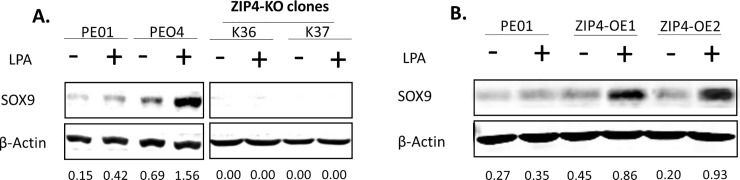
ZIP4 expression regulated SOX9 expression. **A.** In PE04-ZIP4-knockout cell lines (K36 and K37 [28]), SOX9 expression was blocked. **B.** In PE01-ZIP4-overexpression clones, LPA-induced up-regulation of SOX9.

### Identification of major signaling pathways involved in cancer hallmarks

Functional enrichment analyses on DEGs were completed by using an online tool, DAVID (https://david.ncifcrf.gov,v6.8). A number of gene ontology (GO) functions, KEGG pathways (KEGG is a collection of databases dealing with genomes, biological pathways, diseases, drugs, and chemical substances), and other functional annotations were recognized as significantly over-represented in DEGs up- or down-regulated in ID8-PW2 compared to ID8-P0. These signaling pathways are involved in several major cancer hallmarks [14], including pathways controlling cell proliferation; resisting cell death; enabling replicative immortality [such as GO:0007049~cell cycle, GO:0051301~cell division, mmu04110:Cell cycle, and GO:0006915~apoptotic process (anti-apoptosis gene upregulation); **Fig 3A**]; and activating cell skeleton changes, which may result in invasion and metastasis or altered cell-cell and cell matrix adhesion (such as GO:0005856~cytoskeleton, GO:0042060~wound healing, GO: 0030027 ~lamellipodium, and mmu04510:Focal adhesion; **Fig 3B**). In addition, reprogramming of carbohydrate metabolism, amino acid, drug, xenobiotics, and redox metabolism was prominently involved (such as mmu00010:Glycolysis/Gluconeogenesis, mmu00480:Glutathione metabolism, GO:0006096~glycolytic process, GO:0004364~glutathione transferase activity, GO:0008152~metabolic process; **Fig 3C**). 

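Genes of G2/M and mitosis rose together in ID8-PW2. Of 41 expressed members, 30 were higher and 0 was lower (0 at an unadjusted p under 0.05 from edgeR, the authors' tool); adjusted over the list alone, 33 were higher and 0 were lower. Mki67, a marker of cycling cells, had a fold change of 2.34 (adjusted p = 4.11e-20), Cenpf, a kinetochore protein, 2.47 (adjusted p = 2.80e-16), and Hmmr, a spindle protein, 2.62 (adjusted p = 2.75e-14) in the authors' deposited table. The list passed both tests (adjusted p = 1.38e-15 from Fisher's exact test and 8.42e-12 from cameraPR). DNA replication genes did not pass either test (adjusted p = 0.882 and 0.111): of 43 expressed, 6 were higher, among them Tk1 at 2.61 in the authors' deposited table, and 0 was lower (2 at an unadjusted p under 0.05 from edgeR; 6 and 0 adjusted over the list alone). Anti-apoptotic genes went both ways, with 4 higher and 3 lower of 10 (4 and 3 adjusted over the list alone; adjusted p = 0.981 from cameraPR). In the authors' deposited table, Birc5, an inhibitor of apoptosis that also acts in mitosis, had 2.31 (adjusted p = 6.51e-06), while Bcl2l1, Mcl1 and Birc6 had 0.671 (adjusted p = 5.91e-06), 0.681 (adjusted p = 1.86e-06) and 0.648 (adjusted p = 6.06e-11). Of 22 pro-apoptotic genes, 4 were higher and 3 lower (4 and 3 adjusted over the list alone; adjusted p = 0.981 from cameraPR), and the death receptor gene Fas had 0.225 in the authors' deposited table (adjusted p = 1.70e-06). For p53 targets, 7 were higher and 6 lower of 22 (7 and 7 adjusted over the list alone; adjusted p = 0.419 from cameraPR), with Cdkn1a, a cell cycle inhibitor, at 2.60 and Btg2 at 0.438 in the authors' deposited table. All 107 genes listed in S2 Table for the cell cycle and all 78 listed for the apoptotic process were called higher, with median fold changes of 1.96 and 1.65 in the authors' deposited table; these lists were chosen on these libraries and are not independent evidence.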

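Glycolytic enzymes and most glutathione transferases were higher in ID8-PW2. Of 17 glycolysis enzymes, 15 were higher and 0 was lower (0 at an unadjusted p under 0.05 from edgeR, the authors' tool); adjusted over the list alone, 15 were higher and 0 were lower. Hk2, which starts glycolysis, had in the authors' deposited table a fold change of 1.89 (adjusted p = 2.99e-12), Tpi1 1.77 (adjusted p = 2.05e-12) and Pfkm, a phosphofructokinase on chromosome 15, whose genes were higher as a group, 1.74 (adjusted p = 2.53e-13). The list passed Fisher's exact test (adjusted p = 5.51e-10) and cameraPR (adjusted p = 3.57e-07). Of 20 glutathione transferases, 12 were higher and 4 were lower (12 and 4 adjusted over the list alone). Gstm1 had 6.92 (adjusted p = 6.81e-70), Gstm2 2.62 (adjusted p = 2.14e-18) and Gsta4 0.548 (adjusted p = 9.68e-19) in the authors' deposited table, and Gstm6 was among the genes whose estimated ID8-P0 level was under the table's lowest. These paralogs are close in sequence and can share reads. Adjusted p was 5.97e-05 from Fisher's exact test and 0.0485 from cameraPR, where it became 0.191 at a correlation of 0.05 and 0.0836 over all genes above the table's lowest level. NRF2 targets, genes of the antioxidant response, did not rise as a group: 2 were higher and 4 lower of 23 (2 and 4 adjusted over the list alone; adjusted p = 0.625 from cameraPR), with Nqo1 at 0.586 and Txnrd1 at 0.626 in the authors' deposited table. Each of the 22 genes listed in S2 Table for glycolysis and gluconeogenesis and of the 19 for glutathione metabolism was called higher, on lists that the study chose on these libraries and that are not independent evidence.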

Unexpectedly, biosynthesis and metabolism of cholesterol, sterol, and lipids were down- regulated pathways (**Fig 3D**). 

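Genes of cholesterol synthesis were lower in ID8-PW2 almost throughout the pathway. Of 20 expressed members, 17 were lower and 0 was higher (0 at an unadjusted p under 0.05 from edgeR, the authors' tool), with the same counts adjusted over the list alone. Their median fold change was 0.431. Sc4mol, which acts late in the pathway, had a fold change of 0.310 (adjusted p = 6.34e-32), Sqle, the squalene epoxidase, 0.345 (adjusted p = 1.31e-43) and Hmgcs1, at its start, 0.348 (adjusted p = 6.02e-33) in the authors' deposited table. Sqle was lower although it lies on chromosome 15, whose genes were higher as a group. Fatty acid synthesis followed in part, with 11 members lower and 2 higher of 23 (11 and 2 adjusted over the list alone). The lists passed Fisher's exact test for lower members (adjusted p = 3.55e-12 for cholesterol and 0.000266 for fatty acid synthesis) and cameraPR (adjusted p = 1.01e-08 and 0.0101); at a correlation of 0.05, fatty acid synthesis did not pass (adjusted p = 0.0772). Among genes of sterol sensing and transport, 5 were lower and 1 higher of 12 (5 and 1 adjusted over the list alone; adjusted p = 0.405 from cameraPR). Insig1 had 0.333 (adjusted p = 9.81e-39) and Stard4 0.344 (adjusted p = 1.78e-23), both SREBP targets, while Abca1, which exports cholesterol, had 6.94 (adjusted p = 4.89e-30) in the authors' deposited table.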

The genes listed in these pathways and their FCs are shown in **S2 Table**.

**Fig 3:**
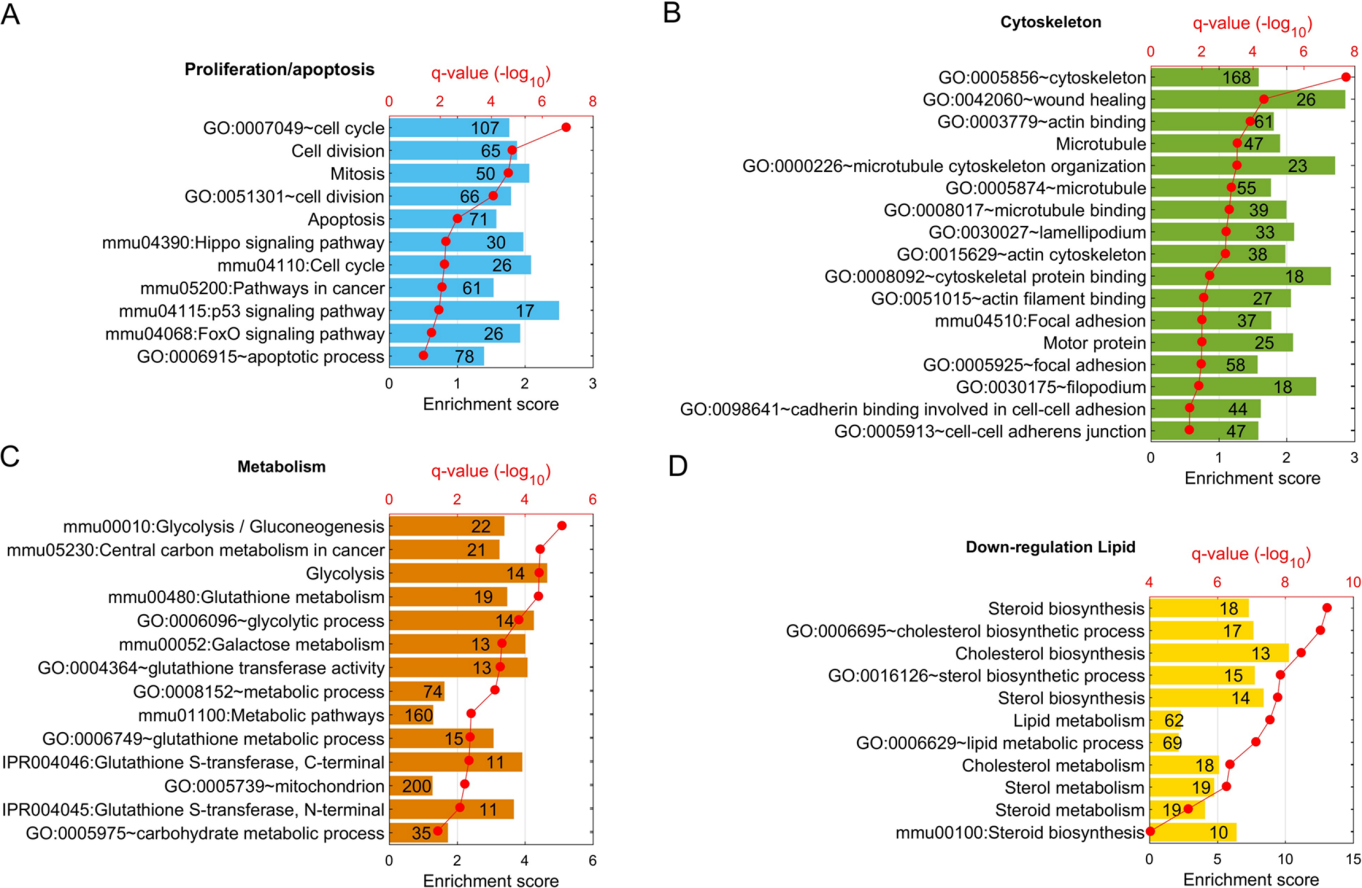
Altered functions and pathways in ID8-PW2 vs. -P0 cells. GO functions and pathways significantly enriched in altered genes are grouped based on four major cellular processes. **A.** Cell proliferation and apoptosis-resistance. **B.** Cytoskelton/cell adhesion. C. Metabolism (glucose and amino acids). D. Lipid metabolism. Q values (p-values corrected by FDR multiple test adjustment) for corresponding functions and pathways are shown as red dots.

### Cell survival under stress was critical for EOC progression

The bioinformatic data analyses related to cell survival/apoptosis (**Fig 3A** and **S2 Table**) are consistent and supported by our published data [16, 29, 31] and new data presented here. In our original paper describing ID8-P0 and ID8-P1 cells, we found that enhanced anoikis resistance is a key cellular process associated with greater aggressiveness and tumorigenicity *in vivo* [13]. A higher rate of metabolism and autophagy are also associated with increased anoikis resistance [13].

### Genes related to cell-cell adhesion and EMT/MET were differentially regulated after *in vivo* passaging

As shown in **Fig 3B** and **S2 Table**, many genes involved in cell skeleton, cell-cell, and cell matrix adhesion were up-regulated. 

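The genes of cytoskeleton and adhesion listed in S2 Table were all called higher in ID8-PW2. In the authors' deposited table, the 168 cytoskeleton genes had a median fold change of 1.96, the 61 genes of actin binding 2.63, the 55 microtubule genes 2.04 and the 47 genes of adherens junctions 1.52. Changes of 2-fold or more made up 82 of the cytoskeleton genes, 38 of those of actin binding and 11 of those of adherens junctions. These lists were chosen by the study from genes called in the same libraries, so they are not independent evidence of the direction.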

Among the top six genes up-regulated in ID8-P1 cells, two genes encode important desmosome components, Dsp and Pkp1. Desmoplakin (Dsp, 55.4-fold up; *P* = 1.2 x 10^-196^) is an obligate component of functional desmosomes that anchors intermediate filaments to desmosomal plaques [31]. Plakophilin 1 (Pkp1, 493-fold up; *P* = 2.1 x 10^-167^) encodes a member of the arm-repeat (armadillo) and plakophilin (PKP) gene families. 

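Dsp and Pkp1 stood out among desmosome genes. Dsp, on chromosome 13 from 38151328 to 38198577, had a log2 fold change of 5.79 and an adjusted p of 1.45e-192 in the authors' deposited table, which ranks at 2 of all genes, and Pkp1, on chromosome 1 from 135871395 to 135919207, had 8.95 and 8.34e-164, which ranks at 6. Their mean levels were 40.6 and 27.0 CPM and their BCV 7.02% and 7.77%, computed from the authors' deposited table. Dsc2, a desmosomal cadherin, was higher at 1.68 (adjusted p = 0.000597), and Pkp4, a plakophilin relative of cell contacts, was lower at 0.531 (adjusted p = 2.11e-12) in the authors' deposited table. Of 10 expressed desmosome genes, 3 were higher and 1 was lower (4 and 1 adjusted over the list alone). By ranks, the list as a whole did not pass (adjusted p = 0.241 from cameraPR), while with the signed z in place of ranks, an alternative chosen after seeing the data, adjusted p was 2.12e-05. The estimated ID8-P0 level of Pkp1, 0.109 CPM, lies under the table's lowest mean level, so the size of its fold change is not bounded.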

PKPs contain numerous armadillo repeats, localize to cell desmosomes and nuclei, and participate in linking cadherins to intermediate filaments in the cytoskeleton [32].

We confirmed Dsp and Pkp1 up-regulation in different ID8-P1 cell lines, as well as in the human EOC SKOV3ip1 vs. SKOV3 cell pairs (**Fig 4A and 4B**). DSP’s functional involvement in EOC in anoikis-resistance was shown in shRNA-mediated DSP-knocked down (KD) stable cell lines (**Fig 4C and 4D**). We detected two bands for Dsp (**Fig 4A**). Our KD experiments using shRNA (**Fig 4C**) showed that both of the bands were affected, suggesting that they both belong to Dsp. Whether these two bands represent different post-translational modification(s) is unknown and requires further investigation. In addition, P1 cells aggregated more and P0 cells tended to be single cells when they were cultured in suspension. Dsp-KD dissociated cell aggragates/spheroids (**Fig 4E**), suggesting that desmosomes play an important role in spheroid formation, which may be directly related to anoikis-resistance and the CSC-like activities.

**Fig 4:**
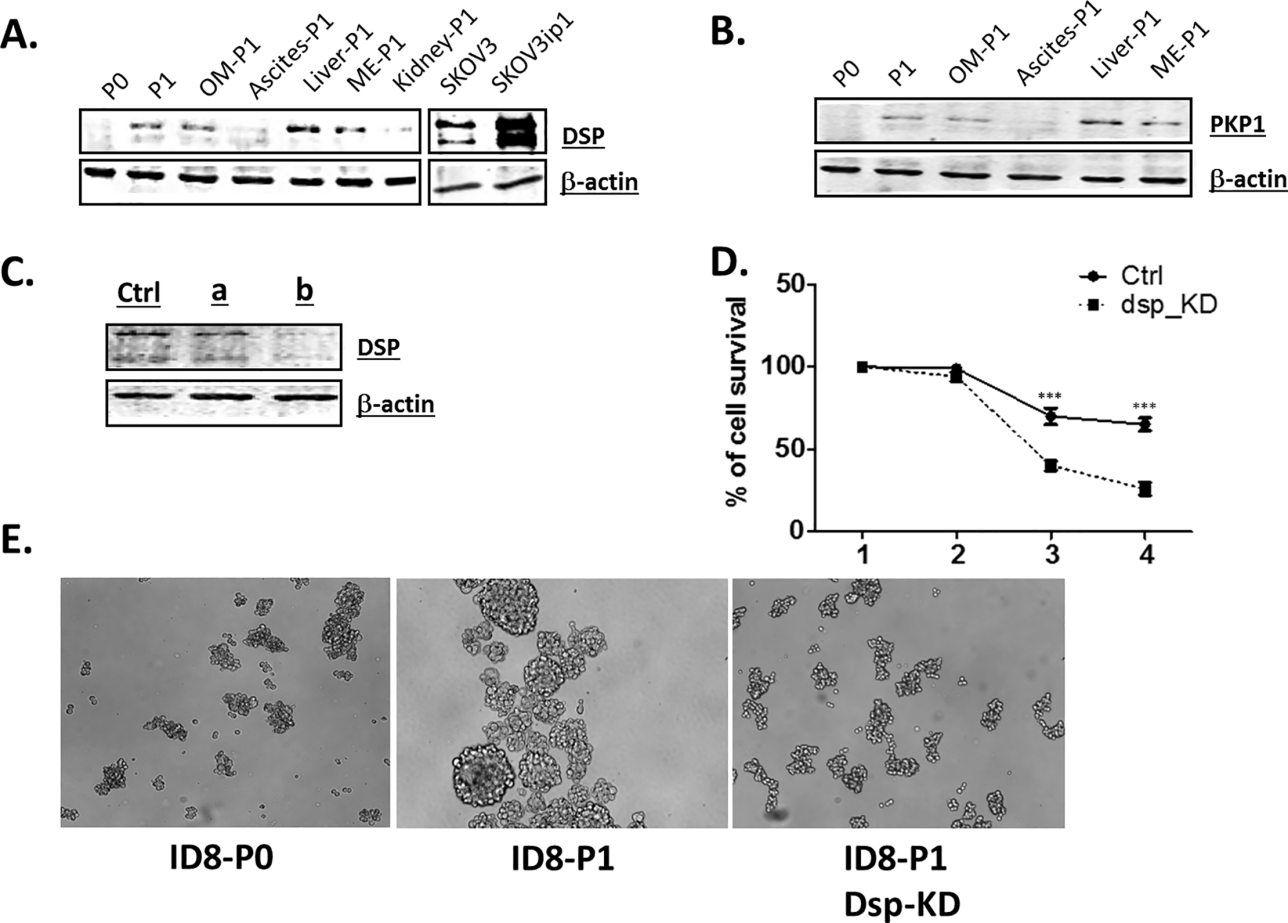
DSP and PKP1 were up-regulated in *in vivo* passaged EOC cells. **A.** DSP protein was upregulated in different P1 cell lines vs. P0 cells: PW, Peritoneal wall metastases-derived P1 cells; OM, omentum metastases-derived P1 cells; Liver, liver metastases-derived P1 cells; Kidney, kidney metastases-derived P1 cells; ME, mesentery metastases-derived P1 cells; P2, PW-P1 cells *in vivo* passage one more time; SKOV3ip1, i.p injected SKOV3 cells. **B.** PKP1 protein was upregulated in different P1 cell lines vs. P0 cells. **C.** Knock-down (KD) DSP clones (a and b) in PW-P1 cells by shRNA. The first lane were from PW-P1 transfected with control (ctrl) shRNA. **D.** Representative data showing that DSP was involved in anoikis-resistance. Cell survival was analyzed in cell suspension conditions in the presence of 2% FBS. **E.** The cell aggregation in P1 cells was inhibited by KD Dsp. Cells were cultured under suspension conditions for 48 hr.

Compared to other solid adenocarcinomas, which metastasize hematogenously, metastasis of EOC occurs primarily via peritoneal cavity dissemination, characterized by exfoliation of cells from the primary tumor, avoidance of detachment-induced cell death (anoikis), movement throughout the peritoneal cavity as individual cells and multi-cellular aggregates, adhesion to and disruption of the mesothelial lining of the peritoneum, and submesothelial matrix anchoring and proliferation to generate widely disseminated metastases [33]. These steps are accompanied by phenotypic plasticity, enabling dynamic mesenchymal-to-epithelial (MET) and epithelial-to-mesenchymal (EMT) transitions [33]. The abnormal expression of several additional cell-cell adhesion molecules is reflected by their expression changes: Ncam1 (6.2 x, *P* = 2.76x10^-73^); Cdh1) (E-cadherin, 1.6 x, *P* = 0.02); Cdh2 (N-cadherin, not changed *P* = 0.79); Cdh3) (P-cadherin, 3.1 x, *P* = 8.9 x 10^-18^); Epcam (4.9 x, *P* = 1.3 x 10^-8^), Cdh23 (Otocadherin, 0.41 x, *P* = 1.9 x 10^-6^), Vim (Vimentin, 1.4 x, *P* = 2.0 x 10^-7^), Tjp1 (ZO-1, 1.2 x, *P* = 0.004), Zeb1 (no change, *P* = 0.24), Zeb2 (1.3x, *P* = 0.004), Tgfb1 (1.9 x, *P* = 3.3x10^-10^), Tgfb2 (0.41 x, *P* = 2.0x10^-11^) and Ctnnb1 (β-catenin, 1.6 x, *P* = 5.0 x 10^-14^). These data indicate that a more complex and maybe more dynamic EMT/MET occurs in EOC.

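In ID8-PW2 against ID8-P0, the comparison behind these values, Ncam1, Cdh3, Epcam, Vim, Tgfb1 and Ctnnb1 were called higher and Cdh23 and Tgfb2 lower. Adjusted p in the authors' deposited table was 1.37e-70 for Ncam1, 4.99e-16 for Cdh3, 2.31e-07 for Epcam, 3.43e-06 for Vim, 8.35e-09 for Tgfb1 and 2.00e-12 for Ctnnb1. For the lower genes, the authors' deposited table gives 2.76e-05 for Cdh23 and 5.96e-10 for Tgfb2. Cdh1 (log2 fold change 0.70, adjusted p = 0.117, mean 4.72 CPM), Cdh2 (0.03, 1.00), Tjp1 (0.26, 0.0251), Zeb1 (-0.16, 0.626) and Zeb2 (0.34, 0.0267) were not called from the authors' deposited table. Zeb2 was called with the adjusted p threshold at 0.05. Of 17 expressed genes of adherens and tight junctions, 5 were higher and 3 lower (5 and 3 adjusted over the list alone), and the list did not pass (adjusted p = 0.456 from cameraPR). Cgn, which encodes the tight junction protein cingulin, was among the lower ones, at a fold change of 0.520 in the authors' deposited table (adjusted p = 8.12e-15).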

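Epithelial and mesenchymal genes both had more members higher than lower in ID8-PW2. Of 16 expressed epithelial genes, 10 were higher and 1 was lower, and adjusted over the list alone, 10 were higher and 2 were lower. Elf3, an epithelial transcription factor, had a fold change of 248 (adjusted p = 1.99e-86), and Krt8, a keratin of simple epithelia, 1.30 (adjusted p = 0.000109) in the authors' deposited table. Of 20 expressed mesenchymal genes, 9 were higher and 2 were lower, and adjusted over the list alone, 10 were higher and 2 were lower. Pdgfra, a growth factor receptor of mesenchymal cells, had 5.57 (adjusted p = 1.02e-16) and Sparc, a matrix protein, 2.02 (adjusted p = 3.13e-28) in the authors' deposited table. Pdgfra is also a marker of fibroblasts, of whose 14 markers found at any level 4 were called higher, with Dcn, Col3a1 and Col6a3 beside it. Fisher's exact test for higher members gave an adjusted p of 0.000207 for epithelial and 0.0103 for mesenchymal genes, and cameraPR 0.0130 and 0.130. For epithelial genes the latter became 0.0772 at a correlation of 0.05 and 0.104 over all genes above the table's lowest level; for mesenchymal genes it became 0.0382 with the signed z, all chosen after seeing the data. The estimated ID8-P0 level of Elf3 was under the table's lowest level, and Krt8 lies on chromosome 15, whose genes were higher as a group. From the changes of these cell-cell adhesion molecules in the sequenced cells, the paper proposes that transitions between epithelial and mesenchymal states in EOC are more complex and possibly more dynamic.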

### Genes related to cell-matrix adhesion and cell skeleton/focal adhesion were differentially regulated after *in vivo* passaging

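The focal adhesion genes that S2 Table lists under the KEGG and the Gene Ontology term were all called higher in ID8-PW2 against ID8-P0. The former list holds 37 symbols with a median fold change of 2.22 in the authors' deposited table, 19 of them 2-fold or more. The latter holds 58 symbols with a median of 1.66 in the authors' deposited table, 20 of them 2-fold or more. Both were chosen by the study on these libraries, so they are not independent evidence of the direction.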

The mmu04510:Focal adhesion and the GO:0005925~focal adhesion pathways identified 37 and 58 genes up-regulated in P1 vs. P0 cells, respectively (**Fig 3B** and **S2 Table**). These lists include several integrin genes, including several integins (Itgb5, Itga11, Itga5), several extra cellular matrix proteins [Fn1 (fibronectin 1), Col3a1, Col6a3], and other well know cell-cell and cell-matrix adhesion proteins, as well as cell membrane receptors [such as Tns1, CD44, Pxn (paxilin), Anxa6 (annexin A6), Adam17, Ctnnb1 (β-catenin), Dab2 (Disabled-2), Pak1 (RAC1 Activated Kinase 1), Cttn (cortactin), Fzd1 (frizzled class receptor 1), Palld (Palladin), Rap1b, Pik3cd, Mapk3, Akt3, and Shc1] (**S2 Table**).

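Integrins, matrix genes and core focal adhesion genes each went both ways, and none of these lists passed the test as a whole. Of 13 expressed integrins, 3 were higher and 3 lower (3 and 5 adjusted over the list alone; adjusted p = 0.429 from cameraPR). Itga11, a collagen receptor subunit, had in the authors' deposited table a fold change of 85.4 (adjusted p = 2.45e-32), Itga5 1.92 (adjusted p = 1.12e-13), Itgb5 1.58 (adjusted p = 1.06e-10) and Itgb3 0.556 (adjusted p = 1.19e-16). For 25 genes of collagens, laminins and fibronectin, 5 were higher and 5 lower (7 and 5 adjusted over the list alone; adjusted p = 0.981). Fn1, at a mean of 689 CPM, had 1.67 (adjusted p = 4.43e-09) in the authors' deposited table, while Thbs1, a matrix glycoprotein, had 0.408 (adjusted p = 1.16e-24). Col3a1 and Col6a3 were called higher from mean levels of 0.694 and 0.689 CPM in the authors' deposited table, under the level of expressed genes; both are also fibroblast markers, and Col1a1, chosen after its values were seen, stood at 1.57 CPM. Of 29 core focal adhesion genes, 5 were higher and 5 lower (5 and 5 adjusted over the list alone; adjusted p = 0.981). Tns1, which links integrins to actin, had 28.1 (adjusted p = 5.36e-138), Pak1 2.61 (adjusted p = 8.96e-07) and Nedd9 2.01 (adjusted p = 2.42e-24), while Flna, an actin crosslinker, had 0.537 (adjusted p = 1.41e-21) in the authors' deposited table. Anxa6, Adam17, Cttn, Dab2, Palld, Rap1b and Shc1 were called higher, with fold changes from 1.30 (Adam17) to 1.77 (Palld) in the authors' deposited table. Itga5 and Dab2 lie on chromosome 15, whose genes were higher as a group, and the estimated ID8-P0 level of Itga11 was under the table's lowest.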

### Differential gene expression and function in suspended and attached EOC cells

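Ptk2, which encodes focal adhesion kinase, had a log2 fold change of 0.25 and an adjusted p of 0.0451 in the authors' deposited table, and was not called. Pxn, which encodes the adaptor protein paxillin, had 0.40 and 0.00303 in the authors' deposited table, and was called higher in ID8-PW2. Their mean levels were 104 and 69.8 CPM and their BCV 5.95% and 6.88%, computed from the authors' deposited table. Ptk2 lies on chromosome 15, whose genes were higher as a group.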

Interestingly, while the expression levels of focal adhesion kinase (Fak, gene name Ptk2, 1.2 x, *P* = 0.0084) and paxilin (gene name Pxn, 1.3 x, *P* = 0.00036), were not strongly up-regulated, their phosphorylation was enhanced in ID8-P1 vs -P0 cells when cells were cultured in suspension under FBS starvation condition (**Fig 5**), suggesting activation of these gene responses to stresses, such as cell detachment and nutritional deficiency. We further tested several RNA-seq identified and up-regulated genes in ID8-P1 vs. -P0 cells at the mRNA level using Q-PCR under detached vs. attached culture conditions. As shown in **Fig 6A,** the up-regulation of these genes in ID8-P1 vs. ID8-P0 cells were confirmed and detached cells showed more dramatic up-regulation. MT1 and MT2 genes were also expressed in several human HGSOC cell lines and PE04 cells expressed higher levels of these genes than PE01 cells (**Fig 6B**).

**Fig 5:**
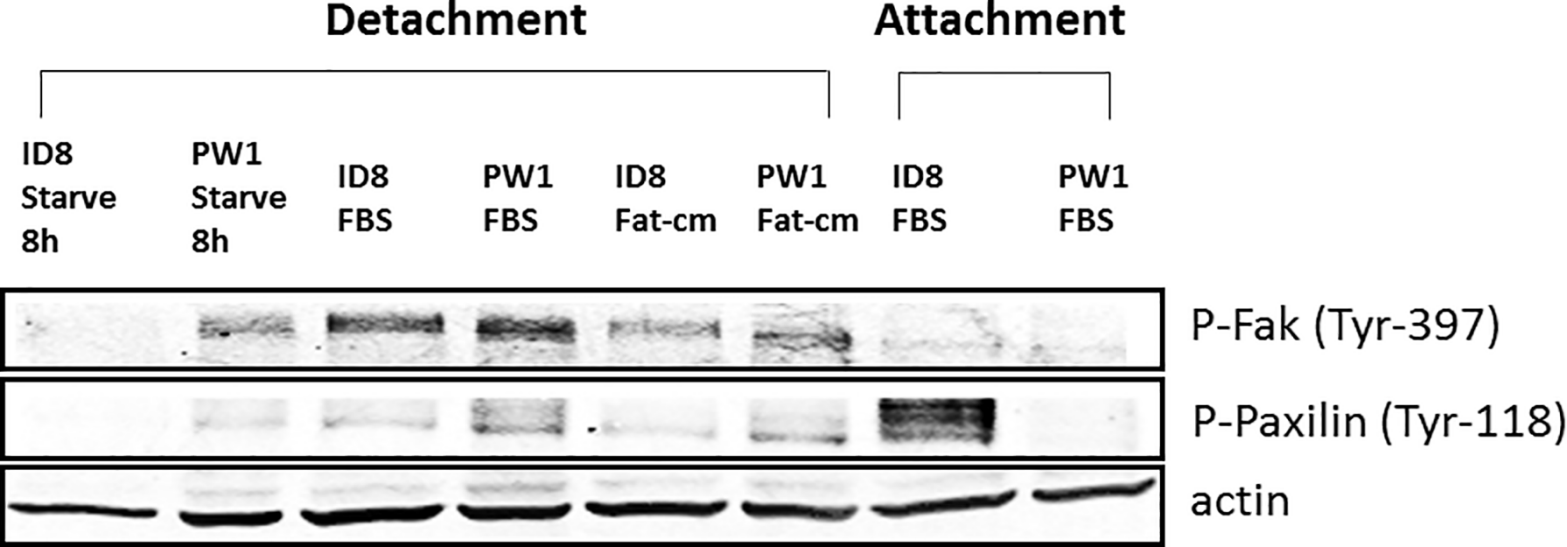
Focal adhesion kinase (FAK) and paxilin (Pxn) activation was regulated by stresses. Phosphorylation of FAK and PXN was mainly upregulated when cells were cultured in suspension under starvation. Western blot analysis showing that ID8-P0, ID8-PW1, or ID8-PE2 cells were cultured in FBS, lipid depleted (charcoal-treated) FBS (Fat-cm), or FBS starved condition in attached or detached conditions.

**Fig 6:**
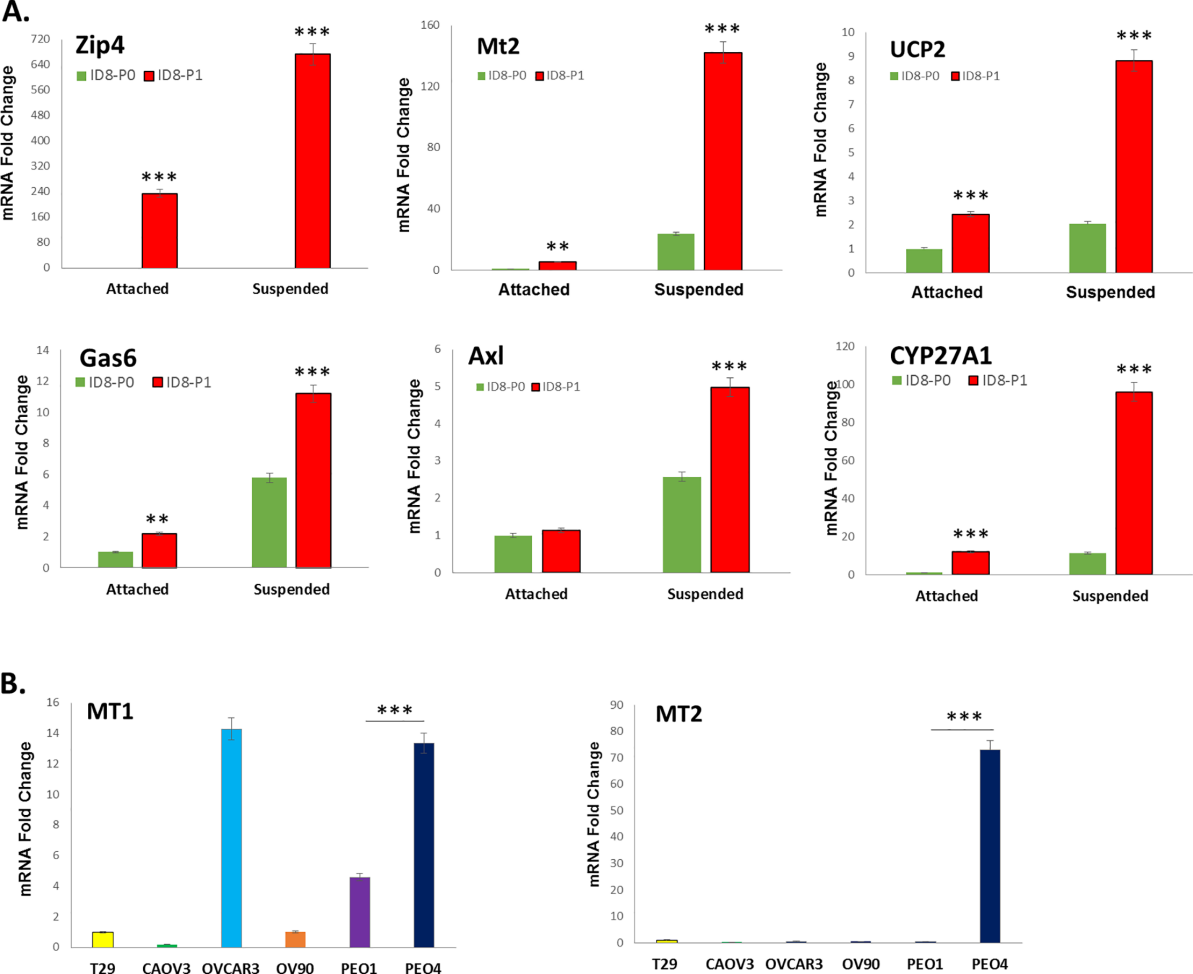
Gene regulation confirmed by Q-PCR in mouse and human EOC cell lines. A-B. Mouse ID8 P0/P1 cells (A) or human EOC cells (B) were seeded into 6-well plates in attached or low-attached plates in suspension, RNAs were extracted with the RNeasy mini kit (Qiagen, Valencia, CA) and reverse transcribed by M-MLV reverse transcriptase. Quantitative real-time PCR was performed on a Light Cycler 480 (Roche, Indianapolis, IN) with a SYBR Green I Master Mix (Roche, Indianapolis, IN). mRNA abundance was normalized to GAPDH.

### Glycolysis was involved in the increased survivability in ID8-P1 cells

**Fig 3C** and **S2 Table** show that the metabolic pathways and genes (glycolysis, amino acid, glutamine and carbohydrate metabolism, and mitochondrion) were up-regulated in ID8-PW2 vs. -P0 cells. Cells can be rescued from anoikis by enhanced metabolism, which is regulated by HIF1 and AKT signaling [34]. ID8-P1 cells produce more lactate than ID8-P0 cells in culture medium [13], suggesting a Warburg effect. Interestingly, robust pH-regulating systems are needed for bioenergetic processes to combat the excessive generation of lactic and carbonic acids during glycolysis and metabolic reprogramming [17]. We found that pH pathway is also an up-regulated pathway in ID8-PW2 cells (**S3 Table**).

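Beyond glycolysis, the listed pathways of mitochondrial metabolism did not pass the test as groups. Fatty acid oxidation leaned higher, with 7 higher and 0 lower of 21 (8 and 0 adjusted over the list alone; adjusted p = 0.0956 from cameraPR). Of 22 genes of the TCA cycle, 1 was higher and 5 were lower (1 and 5 adjusted over the list alone; adjusted p = 0.389 from cameraPR). In the authors' deposited table, Cs, which encodes citrate synthase, had a fold change of 0.761 (adjusted p = 0.00328), Ogdh 0.674 (adjusted p = 2.22e-08) and Pcx, the pyruvate carboxylase, 0.501 (adjusted p = 1.92e-14). Of 70 genes of oxidative phosphorylation, 3 were higher and 4 lower (3 and 4 adjusted over the list alone; adjusted p = 0.456 from cameraPR). The lower ones included Ndufs7, of complex I, at 0.507 (adjusted p = 5.20e-12) and Atp5h, of ATP synthase, at 0.717 (adjusted p = 0.000138) in the authors' deposited table. ATF4 targets, many of them genes of amino acid synthesis and transport, had 5 members higher and 1 lower of 17 (5 and 1 adjusted over the list alone; adjusted p = 0.796 from cameraPR). Slc7a5, an amino acid transporter, had 1.89 (adjusted p = 9.21e-09) in the authors' deposited table. All 200 genes that S2 Table lists for the mitochondrion and all 35 for carbohydrate metabolism were called higher, with median fold changes of 1.80 and 1.71 in the authors' deposited table; the study chose these lists on these libraries, so they are not independent evidence. Ogdh lies near the start of chromosome 11, where genes were lower as a group.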

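Genes of pH regulation went both ways in ID8-PW2. Slc16a3, a lactate exporter, had a fold change of 26.5 (adjusted p = 4.82e-119), and the carbonic anhydrase genes Car9 and Car12 had 17.1 (adjusted p = 2.41e-15) and 2.14 (adjusted p = 9.42e-24) in the authors' deposited table. Slc16a1, another monocarboxylate transporter, was lower at 0.576 in the authors' deposited table (adjusted p = 1.80e-15). Of 27 expressed genes of this list, 7 were higher and 7 lower, 7 and 8 when adjusted over the list alone, and the list did not pass (adjusted p = 0.979 from cameraPR). The list in S3 Table stands under SM00233:PH, a domain term for the pleckstrin homology domain, a lipid- and protein-binding module of signaling proteins. Its 54 genes were all called higher, with a median fold change of 2.51 in the authors' deposited table, and as a list chosen on these libraries they are not independent evidence.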

Pyruvate dehydrogenase kinase (PDK1) catalyzes phosphorylation of pyruvate dehydrogenase, a key mitochondrial enzyme in the Krebs cycle [16]. Pyruvate kinase muscle (PKM), a rate limiting glycolytic enzyme, catalyzes the final step of glycolysis and is a critical regulator of glucose consumption [35]. 

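Pdk1, which encodes a kinase that turns off pyruvate dehydrogenase, and Slc2a1, which encodes the glucose transporter GLUT1, were called higher in ID8-PW2, while Pkm was not called. The log2 fold changes in the authors' deposited table were 1.16 for Pdk1 (adjusted p = 1.92e-19) and 0.79 for Slc2a1 (adjusted p = 4.98e-06). For Pkm, the pyruvate kinase gene, the authors' deposited table gives 0.35 (adjusted p = 0.0599) at a mean of 2794 CPM. Its BCV of 9.57%, computed from the authors' deposited table, was close to the median of expressed genes. That median covers genes of all levels from 1 CPM up, so it does not show how Pkm compares with genes as abundant.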

Our RNA-seq data show that Pdk1, Pkm, and Glut1 (Slc2a1) genes were 2.2, 1.3, and 1.7-fold up-regulated, respectively, in ID8-P1 vs. -P0 cells, suggesting that these genes are transcriptionally regulated and may be functionally involved in anoikis-resistance. We confirmed that PKM and PDK1 were up-regulated in ID8-P1 vs.–P0 cells (**Fig 7A and 7B**). The nature of the multiple bands of Pdk1 detected is unclear and needs to be further investigated. Shikonin (SHK) and menadione (MD), known PKM2 inhibitors, inhibited anoikis- resistance in ID8-P1 cells (**Fig 7C and 7D**). In addition, we found that SHK reduced cell-cell aggregation and/or spheroid formation in both Murine and human HGSOC cells (**Fig 7E**).

**Fig 7:**
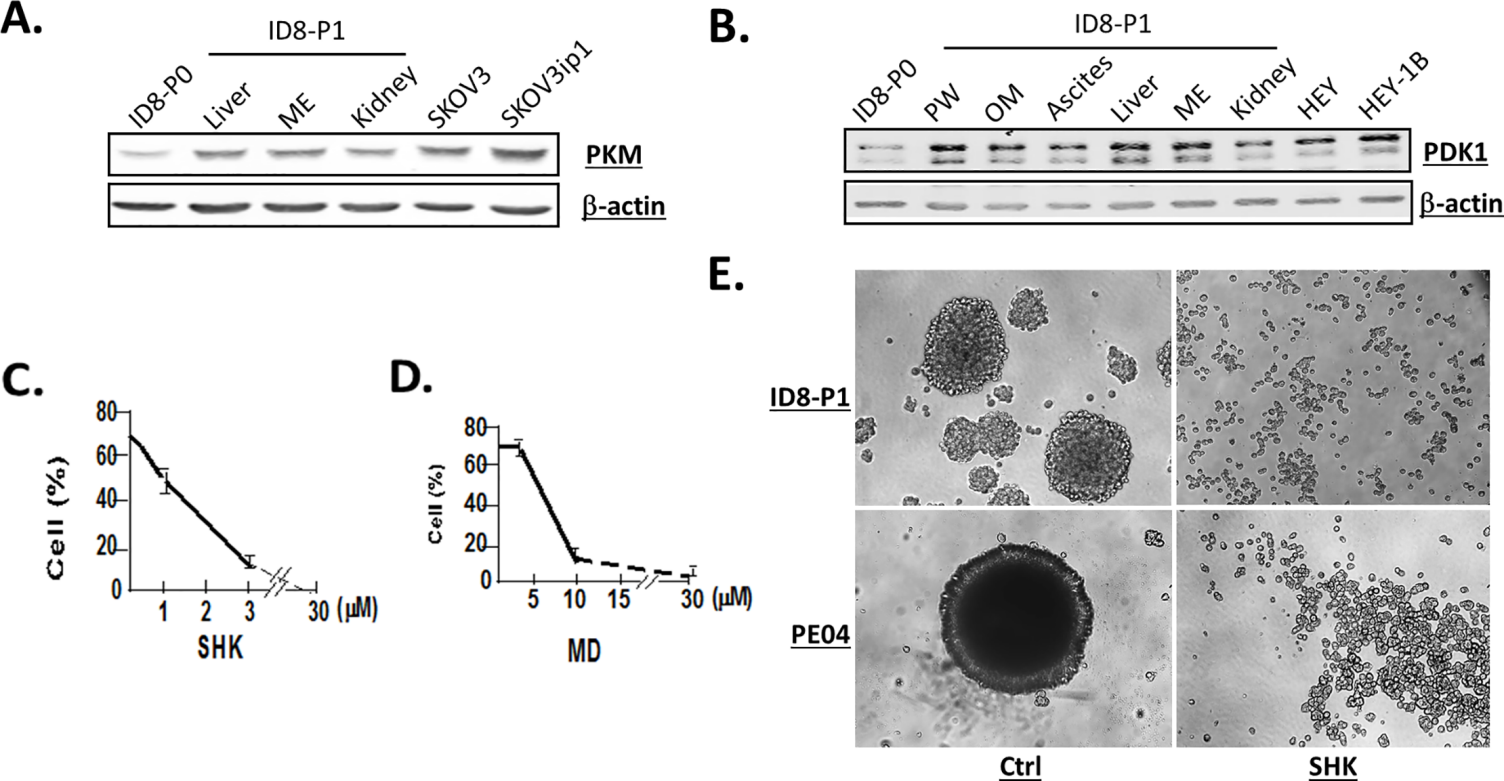
PKM and PDK1 were up-regulated in P1 vs. P0 cells and the PKM2 inhibitors inhibited cellular functions. A and B. PKM2 and PDK1 in P0 and different P1 cells (ME, mesentery, PW, peritoneal wall; OM, omentum) as well as human EOC cells (SKOV3 and HEY). C and D. Pretreatment (1 hr) of PKM inhibitors, shikonin (SHK) and menadione (MD) dose-dependently reduced anoikis- resistance. % of cell survival are shown in the Y-axis. E. ID8-P1 and PE04 formed spheroids was disrupted by SHK (1.25 μM).

### The hypoxia responsive genes played important roles in more aggressive EOC cells

GO:0001666~response to hypoxia pathway identified 48 genes significantly up-regulated in ID8-P1 vs. ID8-P0 cells. The mmu04066:HIF-1 signaling pathway identified 25 genes regulated by HIF1. These genes are partially overlapping with 67 independent genes identified. 

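Targets of hypoxia-inducible factors (HIF) rose together in ID8-PW2. Of 37 expressed members of the list of HIF targets, 32 were higher and 0 was lower (1 at an unadjusted p under 0.05 from edgeR, the authors' tool), and 32 were higher and 1 was lower when adjusted over the list alone. Their median fold change was 1.93. In the authors' deposited table, Ndufa4l2, a mitochondrial protein induced in hypoxia, had a fold change of 221 (adjusted p = 1.17e-78), Bnip3, a mitophagy protein, 8.40 (adjusted p = 3.90e-61) and Ddit4, an inhibitor of mTORC1, 2.33 (adjusted p = 8.30e-25). The list passed Fisher's exact test (adjusted p = 1.86e-20) and cameraPR (adjusted p = 8.42e-12), and it shares Hk2 and other glycolytic enzymes with the list of glycolysis enzymes. Among HIF subunits and their regulators, 5 were higher and 1 was lower of 10 (5 and 3 adjusted over the list alone; adjusted p = 0.430 from cameraPR). Hif3a had 4.38 (adjusted p = 7.96e-07), Epas1, which encodes HIF-2α, 1.55 (adjusted p = 2.98e-07) and Egln1, a HIF prolyl hydroxylase, 1.55 (adjusted p = 2.25e-05) in the authors' deposited table. The estimated ID8-P0 level of Ndufa4l2 was under the table's lowest level, so the size of its fold change is not bounded. The genes of the heatmap in Fig 8 were not tallied here.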

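In ID8-PW2 against ID8-P0, Vegfa, an angiogenic growth factor, Trf, the iron carrier transferrin, Egln3, Ucp2, Eno2 and Nos2 were called higher, while Hif1a was not called. Log2 fold changes in the authors' deposited table were 2.91 for Vegfa (adjusted p = 5.78e-66), 1.79 for Trf (adjusted p = 5.39e-58) and 1.70 for Egln3 (adjusted p = 1.95e-41). For the others, the authors' deposited table gives 1.26 for Ucp2 (adjusted p = 1.14e-27), 3.05 for Eno2 (adjusted p = 4.00e-26) and 3.66 for Nos2 (adjusted p = 1.62e-07). Hif1a had -0.25 (adjusted p = 0.0772) at a mean of 315 CPM in the authors' deposited table. Of 14 angiogenic factors and receptors, 5 were higher and 3 lower (6 and 3 adjusted over the list alone; adjusted p = 0.866 from cameraPR), with Pdgfa at 2.57 and Nrp1, a VEGF co-receptor, at 0.293 in the authors' deposited table. Trf overlaps the annotated gene Gm20425, chosen after its values were seen, which had a log2 fold change of 1.79 in the authors' deposited table, and reads of the overlap can belong to either.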

We confirmed the differential expression of several HIF1α target genes Vegfa, Akt3, Trf, Eno2, Egln3, Nos2, Pdk1, Pkm, Ucp2, and Glut1 by Q-PCR and/or other biological assays **(Fig 8 and Table 1**).

**Fig 8:**
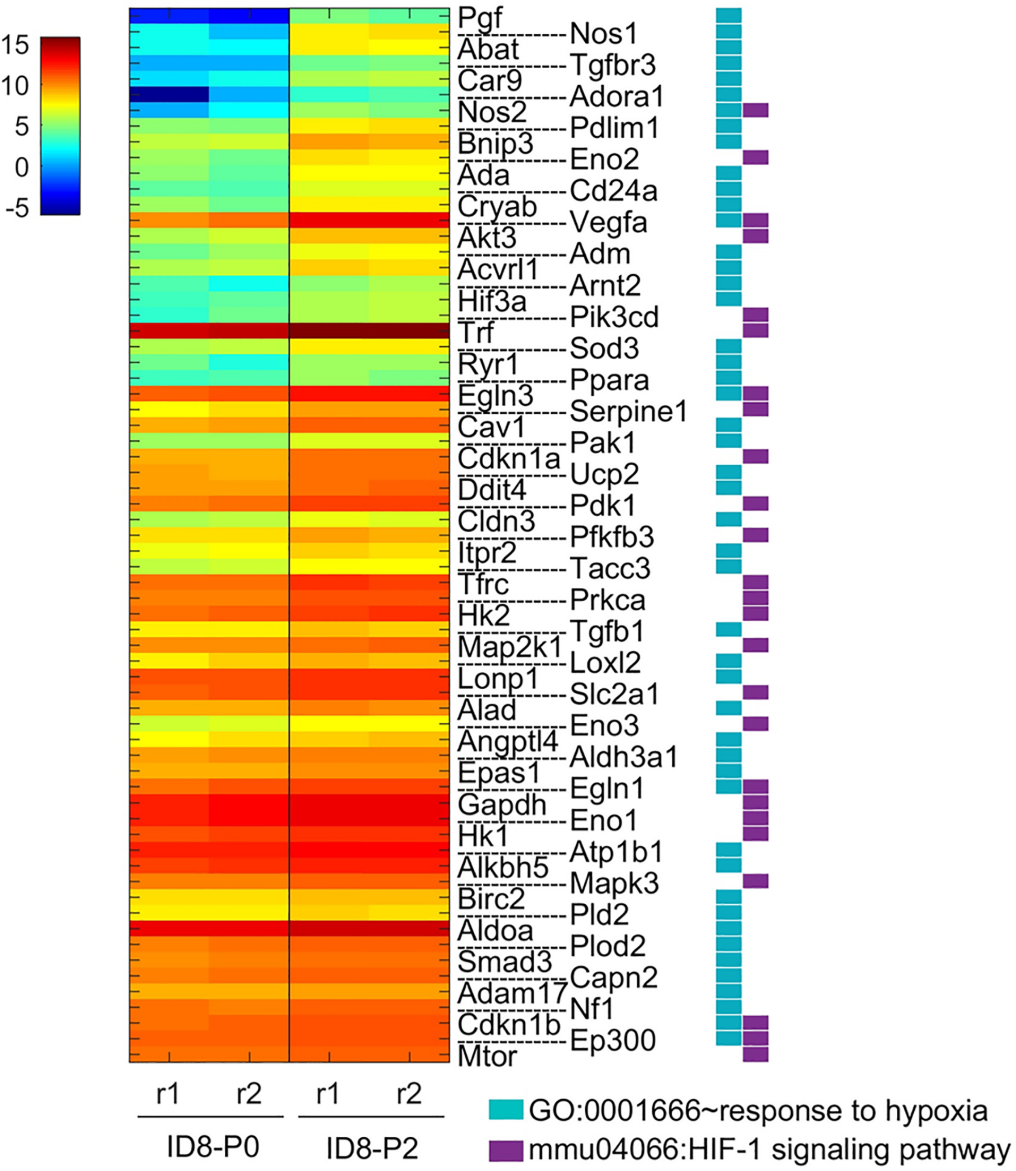
DEGs up-regulated in ID8-PW2 associated with hypoxia pathway. The gene expression heatmap (four samples) of 67 DEGs associated with GO:0001666~response to hypoxia and/or mmu04066:HIF-1 signaling pathway.

**Table 1:** Confirmed hypoxic responsive genes up-regulated in ID8-P1 or–PW2 cells.

Gene name	RNAseq FC^1^	*P* value	Q-PCR Normalized^2^	Other assays
Vegfa	7.5	1.38 x 10^-68^	3.85±1.2	ELISA
Trf	3.5	1.56 x 10^-60^	8.0±10	
Akt3	6.7	3.61 x 10^-47^	2.35±0.2	pAkt Western [13]
Egln3	3.2	8.96 x 10^-44^	2.50±1.3	
Ucp2	2.4	9.62x10^-30^		Q-PCR (**Fig 6**)
Eno2	8.3	3.65 x 10^-28^	3.25±1.3	
Pdk1	2.2	2.64 x 10^-21^		Western (**Fig 4**)
Glut1 (Slc2A1)	1.7	3.01 x 10^-7^		Western [13]
Pkm	1.3	0.011838		Western (**Fig 4**)
Hif1a	0.84	0.016 (4115)		Western (no change; not shown)

^1^FC: fold change

^2^Fold change (ID8-P1 vs. P0); normalized to actin expression

We found that ID8-P1 cells produced 3.7-fold more VEGF than P0 cells when cells were attached (22.7 ng/ml ± 0.1 vs. 6.3 ± 0.2 ng/ml; all results were adjusted to the same cell numbers). More interestingly, when cell were cultured in suspension, they produced more VEGF (141± 5.3 and 36.6 ± 2.4 ng/ml from P1 and P0 cells, respectively), suggesting that compared to attached tumor cells, detached tumor cells may have enhanced tumor-promoting activities in at least certain aspects [13, 15].

### A subset development/differentiation, and/or stem cell related genes were upregulated in ID8-P1 or -P2 cells

As shown above, the genes/proteins detected to be up-regulated in ID8-P1 cells exhibited CSC-like activities. **Table 2**lists up-regulated genes involved in development and/or differentiation in ID8-P2/P1 cells vs. -P0 cells. Many of these genes have their roles implicated in CSC-like properties. In particular, the RNA-seq data showed that at least eight ALDH isoforms were up-regulated (**S2 Table**). 

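Several genes used as stem cell markers were higher in ID8-PW2, while the list as a whole did not pass the test. Kit, a receptor tyrosine kinase of progenitor cells, had a fold change of 43.4 (adjusted p = 9.79e-51), Cd24a 7.73 (adjusted p = 1.33e-17), Lgr5, a receptor of R-spondins, 2.75 (adjusted p = 0.00675) and Cd44 1.42 (adjusted p = 0.000104) in the authors' deposited table. Of 15 expressed stem cell markers, 6 were higher and 2 lower (6 and 2 adjusted over the list alone; adjusted p = 0.241 from cameraPR). Other genes of Table 2 were also called higher in the authors' deposited table, with 18.3 for Gas6, a ligand of the kinase Axl (adjusted p = 2.19e-161), 8.31 for Gas7 (adjusted p = 2.82e-97), 157 for Piwil2, a protein of the piRNA pathway (adjusted p = 2.64e-114), 11.2 for Notch3 (adjusted p = 4.25e-31) and 1.43 for the transporter gene Abcc1 (adjusted p = 5.63e-07). Gas6 ranked at 7 of all genes by p, at a mean of 49.8 CPM. The ID8-P0 levels of Kit and Piwil2, estimated from the authors' deposited table, were 0.463 and 0.259 CPM, so the sizes of their fold changes rest on low levels.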

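Of 17 expressed aldehyde dehydrogenase genes, 8 were higher in ID8-PW2 and 1 was lower, and adjusted over the list alone, 10 were higher and 1 were lower. The mitochondrial folate enzyme Aldh1l2 had a fold change of 8.79 (adjusted p = 6.90e-35), Aldh5a1 3.97 (adjusted p = 3.48e-08) and Aldh3a1 1.61 (adjusted p = 1.45e-06) in the authors' deposited table. Aldh1a1, a retinal-oxidizing enzyme often used as a stem cell marker, was the lower one, at 0.282 in the authors' deposited table (adjusted p = 5.07e-30, mean 23.1 CPM). Fisher's exact test for higher members gave an adjusted p of 0.0124 and cameraPR 0.0130, which became 0.0772 at a correlation of 0.05 and 0.0584 with the signed z, both chosen after seeing the data.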

We determined the total ALDH activity using the AldeFluor assays (**Fig 9**). ID8-P1 cells had significant higher ALDH activity than ID8-P0 cells.

**Fig 9:**
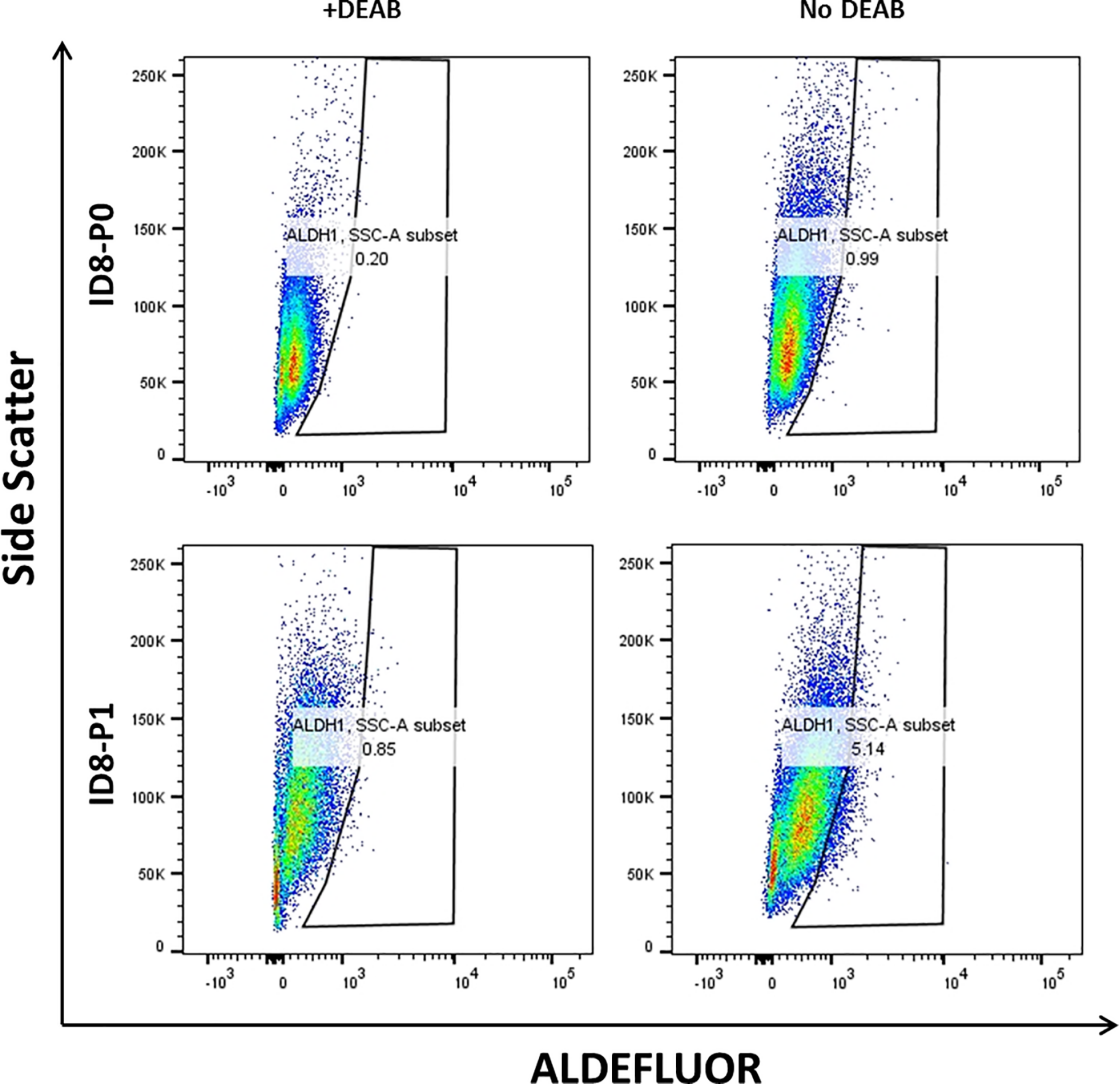
ID8-P1 cells had higher ALDH activity. Aldefluor assays were performed as detailed in Methods. Both ID8-P0 (upper row) and-P1 (lower row) were stained with ALDEFLUOR kit from StemCell Technologies. ALDH negative (left column) in the presence of the inhibitor DEAB; ALDH+ positive (right column) in the absence of the inhibitor DEAB.

**Table 2:** Genes related to CSC markers.

Gene	Fold	*P*	Test
**Zip4**	183	3.20x10^-217^	Expression and function [28]
**Gas6**	18.3	6.43x10^-165^	Q-PCR (**Fig 6**)
**Piwil2**	157	1.55x10^-117^	Western
**Gas7**	8.3	2.48x10^-100^	Q-PCR
**Ncam1**	6.2	2.76x10^-73^	
**Vegfa**	7.5	1.38x10^-68^	ELSA
**Kit (Cd117)**	43	3.40x10^-53^	FACS
**Akt3**	6.7	3.61x10^-47^	Western [13]
**Notch3**	11.2	3.03x10^-33^	Western
**Sox9**	2.6	1.04x10^-26^	Western and function [30]
**Cd24a**	7.7	2.10x10^-19^	
**Ctnnb1 (β- catenin)**	1.6	5.02x10^-14^	
**Epcam**	4.9	1.13x10^-8^	
**Abcc1**	1.5	2.91x10^-8^	
**CD44**	1.4	8.31x10^-6^	Western and IF
**Lgr5**	2.8	0.00091	

### Lipid metabolism was down-regulated in ID8-P1 and -P2 cells

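The genes of cholesterol biosynthesis and lipid metabolism that S2 Table lists were all called lower in ID8-PW2. Its list of the cholesterol biosynthetic process holds 13 genes with a median fold change of 0.333, and its list of the lipid metabolic process 26 genes with 0.379, in the authors' deposited table. The highest fold change of the latter was 0.484 in the authors' deposited table, so all were lower by more than 2-fold. The study chose these lists on these libraries, so they are not independent evidence of the direction.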

Surprisingly, the major down-regulation pathways identified in ID8-PW2 vs. -P0 cells by RNA-seq were those involved in lipid metabolism, including cholesterol and sterol biosynthesis (**Fig 3D** and **S2 Table**). Several key enzymes involved in cholesterol and fatty acid synthesis, FDPS, Hmgcr and fatty acid synthase (Fasn) were both down- regulated in ID8-PW2 vs -P0 cells (0.24 x, *P* = 6.03 x 10^−27^; 0.52 x, *P* = 3.44 x 10^-15^; and 0.41 x, 6.60 x 10^-38^, *P* = 6.6 x 10^−38^, respectively). On the other hand, acetyl-CoA carboxylase β (Accb, 3.80x, *P* = 1.81x10^-15^), an enzyme which catalyzes the carboxylation of acetyl-CoA to malonyl-CoA, the rate-limiting step in fatty acid synthesis and malonyl-CoA-acyl carrier protein transacylase (Mcat, 2.0 x, *P* = 1.49x10^-5^) were up-regulated. It is also interesting to note that Lrp5, a gene which encodes a transmembrane low-density lipoprotein receptor that binds and internalizes ligands in the process of receptor-mediated endocytosis, was 6-fold upregulated in ID8-PW2 cells (*P* = 1.18 x10^-116^). This protein also acts as a co-receptor with Frizzled protein family members for transducing signals by Wnt proteins (39). 

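Fdps, which makes farnesyl pyrophosphate, and Fasn, the fatty acid synthase, lie on chromosomes 3 and 11 and were called lower in ID8-PW2. Log2 fold changes in the authors' deposited table were -2.08 for Fdps (adjusted p = 6.07e-25) and -1.28 for Fasn (adjusted p = 1.18e-35). Computed from the authors' deposited table, their mean levels were 16.9 and 129 CPM and their BCV 10.4% and 6.34%.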

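Acacb and Mcat were the 2 members of the fatty acid synthesis list called higher in ID8-PW2. Acacb had a log2 fold change of 1.92 (adjusted p = 8.37e-14, mean 9.70 CPM) and Mcat of 1.01 (adjusted p = 0.000177, mean 9.79 CPM) in the authors' deposited table. Acaca, the isoform of acetyl-CoA carboxylase for fatty acid synthesis in the cytosol, and Fads2, a fatty acid desaturase, were lower, with -1.26 (adjusted p = 3.34e-27) and -1.24 (adjusted p = 2.70e-22) in the authors' deposited table. Of 21 genes of fatty acid oxidation, 7 were higher and 0 was lower (0 at an unadjusted p under 0.05 from edgeR, the authors' tool); adjusted over the list alone, 8 were higher and 0 were lower. Hadhb had a fold change of 1.64 (adjusted p = 6.06e-05) and Echs1 of 1.51 (adjusted p = 4.60e-06) in the authors' deposited table, both enzymes of β-oxidation, while the list did not pass (adjusted p = 0.0956 from cameraPR). Of 9 genes of triacylglycerol metabolism, 3 were higher and 1 was lower (3 and 2 adjusted over the list alone; adjusted p = 0.902 from cameraPR), with Gpam, which starts glycerolipid synthesis, at 1.86 and Plin2, a lipid droplet protein, at 1.50 in the authors' deposited table. Mcat lies on chromosome 15, whose genes were higher as a group.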

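Lrp5 lies on chromosome 19 from 3584828 to 3686564 and ranked at 15 of all genes by p. Its log2 fold change was 2.60 in the authors' deposited table (adjusted p = 1.87e-113). The mean level was 97.5 CPM and the BCV 6.45%, computed from the authors' deposited table, and both groups lay well above the table's lowest level.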

In fact, several Wnt pathway genes were upregulated (see **S2 Table)** mmu04390:Hippo signaling pathway, Wnt5b, Wnt10b Fzd6, Fzd1,Wnt5a, and Wnt4). In addition, the very low-density lipoprotein receptor (Vldlr) was up-regulated (13.3 x, *P* = 4.94x10^-103^).

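Wnt ligands and receptors had more members higher than lower in ID8-PW2. Wnt4 had a fold change of 6.25 (adjusted p = 8.72e-57), Wnt5b 2.73 (adjusted p = 6.35e-05), Wnt5a 1.56 (adjusted p = 0.000759), and the receptor genes Fzd1 and Fzd6 2.69 (adjusted p = 8.60e-15) and 1.89 (adjusted p = 5.12e-07) in the authors' deposited table. Wnt10a was lower, at 0.453 in the authors' deposited table (adjusted p = 2.51e-11). Of 17 expressed members, 7 were higher and 2 lower, with 7 and 3 when adjusted over the list alone. The list did not pass by ranks (adjusted p = 0.241 from cameraPR), and with the signed z, chosen after seeing the data, adjusted p was 0.00608. Of 7 targets of Wnt and β-catenin, 3 were higher and 1 was lower (4 and 1 adjusted over the list alone; adjusted p = 0.241 from cameraPR). Tcf7 had 28.3 (adjusted p = 2.11e-14) and Rnf43, a feedback inhibitor, 6.68 (adjusted p = 4.10e-41), while Znrf3, its paralog, had 0.502 (adjusted p = 2.04e-13) in the authors' deposited table. Wnt10b was called higher from a mean of 0.731 CPM in the authors' deposited table, under the level of expressed genes. Wnt10b and Fzd6 lie on chromosome 15, whose genes were higher as a group, and Znrf3 near the start of chromosome 11, where genes were lower as a group.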

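Vldlr, on chromosome 19 from 27216484 to 27254231, had a log2 fold change of 3.73 and an adjusted p of 5.88e-100 in the authors' deposited table, and ranked at 20 of all genes by p. Computed from the authors' deposited table, its mean level was 145 CPM and its BCV 10.1%.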

## Discussion

An ID8 syngeneic mouse EOC line was obtained through spontaneous transformation of normal ovarian surface epithelial cells from C57BL6 mice by repetitive passage *in vitro* [12]. Using mouse EOC cells has several advantages which would be difficult to achieve using human cells. 1) Human EOC cells from spontaneous transformation without transfection of immortalized and oncogenes are not presently available. Spontaneous transformation may better represent the highly heterogeneous human EOC than a genetic altered model. 2) The ID8 cells were obtained by *in vitro* passaging and are native to the tumor microenvironment. These cells may be more sensitive to the microenvironmental regulations. On the other hand, human cancer cell lines are isolated from human tumors and may be less sensitive to additional *in vivo* passages. This notion is supported by our finding that while ID8-P1 dramatically increased tumor aggressiveness (assessed by tumor/ascites formation time and peritoneal cavity floating tumor cells survival at early stage post i.p injection), ID8-P2 cells obtained by additional *in vivo* passage increased neither the aggressiveness *in vivo*, nor major survival signaling genes/pathways. 3) Mouse cells, as opposed to human cells, can be used in immune-competent tumor microenvironment, which is known to be critical for tumorigenesis [36, 37]. However, even though ID8 cells produce tumors resembling human high grade serous ovarian cancer (HGSOC) histologically [38], ID8 cells have similar oncogenic signaling pathways as those of human EOC cells [13, 39, 40], it still has limitations. Walton *et al*. have conducted whole exome sequencing of ID8 and found that there are no functional mutations in genes characteristic of human HGSOC (Trp53, Brca1, Brca2, Nf1, and Rb1), and p53 remained transcriptionally active. ID8 cells also lack other mutations typical of clear cell carcinoma (Arid1a, Pik3ca), low-grade serous carcinoma (Braf), endometrioid (Ctnnb1), or mucinous (Kras) carcinomas [41]. Genetically manipulated ID8 cells with loss of p53, with or without combination with other genes (pTen or Nf1) significantly reduced the median survival times of mice i.p. injected with these cells from ~ 90 days to 40–60 days [41, 42], which are very similar to ID8-P1 cells as we reported previously [13] and in the current study. As Walton’s ID8 genetic cell lines are superb for studying the roles of the particular genetic alterations detected in human HGSOC, it is likely the alterations acquired via *in vivo* passaging of ID8 cells through their interactions with the tumor microenvironment, as we reported here, are also related to the pathways regulated by these genes, reflecting the high heterogeneous, alternative, and flexible regulating mechanisms in cancer cells. 

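Genes of the PI3K/AKT pathway went both ways in ID8-PW2 against ID8-P0, the comparison that was sequenced. Pik3cd, a catalytic subunit of PI3K, was higher at a fold change of 3.91 (adjusted p = 3.33e-05, mean 3.18 CPM) in the authors' deposited table. Pik3ca, another catalytic subunit, was lower at 0.774 in the authors' deposited table (adjusted p = 0.00760). Of 20 expressed members of the list, 4 were higher and 6 lower, with 5 and 8 when adjusted over the list alone, and the list did not pass (adjusted p = 0.431 from cameraPR).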

Related to pTen, the PI3K-Akt pathway was upregulated in ID8-P1 vs. -P0 cells with Pik3cd and Akt3 genes upregulated (**S2 Table**). In contrast, Pik3ip1, a negative regulator the PI3K pathway [43], was down-regulated in ID8-P1 vs.–P0 cells (0.5.x, *P* = 2.6 x 10^-17^). 

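Pik3ip1, on chromosome 11 from 3330401 to 3342971, had a log2 fold change of -0.94 in the authors' deposited table (adjusted p = 1.41e-15) and was called lower. Its mean level was 54.3 CPM and its BCV 6.55%, computed from the authors' deposited table. It lies in the first 10 Mb of chromosome 11, where 41 of 58 expressed genes were lower and 3 were higher.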

Pten was also down regulated (0.84 x, *P* = 0.007). Regarding Nf1, a negative regulator of the Ras/MAPK signaling [44], several Ras-association domain family members, including Rassf1, 3, and 7 [45], were up-regulated (**S2 Table**). In addition, several Mapks were upregulated (Mapk3, 4, and 13, **S2 Table)**. Nevertheless, all model systems have their limitations and each of them may be more suitable to address specific issues. 

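Rassf1, Rassf3 and Rassf7, which encode Ras-association domain proteins, were called higher in ID8-PW2. Fold changes in the authors' deposited table were 1.83 for Rassf1 (adjusted p = 1.29e-06), 2.49 for Rassf3 (adjusted p = 5.45e-18) and 2.41 for Rassf7 (adjusted p = 0.00111). Nf1 itself was called higher, at 1.30 in the authors' deposited table (adjusted p = 0.00239, mean 128 CPM).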

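Mapk3, which encodes ERK1, had a fold change of 1.50 (adjusted p = 3.10e-08), Mapk4 2.56 (adjusted p = 7.35e-08) and Mapk13, which encodes p38δ, 36.7 (adjusted p = 9.80e-15, mean 2.32 CPM) in the authors' deposited table. Map2k1, the kinase upstream of ERK, had 1.81 (adjusted p = 4.02e-15) and Dusp4, a phosphatase of MAP kinases, 1.97 (adjusted p = 3.91e-15) in the authors' deposited table. Of 32 expressed genes of the RAS/MAPK pathway, 11 were higher and 2 lower, and adjusted over the list alone, 12 were higher and 3 were lower. Fisher's exact test for higher members gave an adjusted p of 0.0323, while cameraPR gave 0.332. The estimated ID8-P0 level of Mapk13 was 0.123 CPM, under the table's lowest mean level, so the size of its fold change is not bounded.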

In fact, many results from studies of mouse-originated tumors have been successfully translated to human discoveries and clinical applications [46] and we have examined many genes revealed by the ID8 RNA-seq analyses in human EOC cells, supporting the value and relevance to human EOC studies.

The tumor microenvironment is comprised of the stromal cells, the extracellular matrix, soluble factors, and exosomes [47]. In addition, nutritional, regulatory, and energy factors, such as ATP, pH, and gas factors (e.g. O_2_, and NO) also play important roles. In addition to hypoxia, we found all three Nos genes (Nos1 to Nos3) were up-regulated (**S2 Table;** Nos3, 5.3x P = 0.01). 

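Nos1 and Nos2, the neuronal and the inducible nitric oxide synthase, were called higher in ID8-PW2, and Nos3, the endothelial one, was not called. Nos1 had a fold change of 63.9 (adjusted p = 8.07e-56, mean 10.2 CPM) and Nos2 of 12.7 (mean 1.66 CPM) in the authors' deposited table. Nos3 had an adjusted p of 0.0659 at a mean of 0.695 CPM in the authors' deposited table, under the level of expressed genes, with a BCV of 33.8%. Both expressed members of this list were higher, also when adjusted over the list alone. The estimated ID8-P0 levels of Nos1 and Nos2 were 0.313 and 0.243 CPM, computed from the authors' deposited table, so the sizes of their fold changes rest on low levels.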

Since the original establishment of ID8 cells [12], they have been passaged many times *in vivo*. However, the tumorigenic ability of ID8 cells have not been significantly changed (more than 100 mice have been tested in our labs), with consistent tumor/ascites formation time ~ 90 days as others reported [12, 38]. On the contrary, only one time *in vivo* passage has dramatically changed the gene expression landscape of the cells, as we showed here, supporting the roles of the tumor microenvironment. The cells and/or factors involved in the regulation warrant further investigation.

One of the unexpected findings is that the major down-regulated pathways are related to lipid metabolism, mainly to cholesterol and steroid hormone metabolisms. Lipids, including cholesterol and fatty acids, have been shown to play tumor-promoting roles in many cancers, including EOC [48–50]. Statins have been used in the management of several cancers [51, 52] Statins target HMG-CoA reductase (Hmgcr), which is the rate-limiting enzyme for cholesterol synthesis. However, data exist showing that statins may have negative impacts in cancer treatment. For example, statins actually promote invasive breast disease after long-term use [51]. Interestingly, Braicu *et al* have reported recently that HGSOC patients exhibit profound alterations in lipid metabolism. In particular, they have shown that ovarian cancer patients exhibited an overall reduction of most lipid classes in their serum as compared to a control group [53]. In addition, despite the overall reduction, there were also specific lipids showing elevation, and especially alterations in ceramide and triacylglycerol lipid species were dependent on their fatty acyl side chain composition. We have conducted lipidomic analyses for phospholipids, lysophospholipids, and triacylglycerols (TAGs) in less (ID8-P0) and highly aggressive (ID0-P1) EOC cell lines [54]. Our results show that the total lipid content analyses are not significantly different in ID8-P0 and -P1 cells [54]. However, when cells were cultured under detached condition, the total lipid mass was dramatically increased (2–3 fold, normalized to cell numbers) in both ID8-P0 and -P1 cells. In particular, TAG are dramatically increased (3.2–8.6 fold) when cells were cultured in detached conditions, which were the major contributors to the overall increases of the total lipid contents [54]. The findings reported by Braicu *et al* [53] are highly consistent with our previous [54] and current studies, suggesting the ID8 cell model reflects certain pathologic characteristics of human EOC.

In this work, we showed that more prominent changes in gene expression and/or cellular functions were observed in cells cultured in 3D or detached vs. 2D or attached conditions. In addition lipids, and TAGs in particular, are greatly increased when cells are detached [54]. For EOC, these observations are particularly relevant. Floating tumor cells are likely to be present at the very early stage of dissemination, as well as the very late stage when tumors and metastases are fully developed. Floating tumor cells tend to aggregate and are likely to be more drug-resistant; have higher motility and can develop new metastases; may interact with the stromal environment with different features from those solid tumor cells; and/or be primed for producing tumor- promoting factors more efficiently, as we showed for VEGF. Hence, targeting floating tumor cells, in addition to attached solid tumor cells, may become an important dimension of EOC therapeutics.

We have conducted more vigorous functional and signaling studies for ZIP4 and SOX9 [28, 30]. For other genes/proteins, more correlative data were collected and presented in the current work, which warrant further investigation. We have tested and confirmed up-regulation of ZIP4 expression in human EOC tissues [28]. Many of the identified genes/proteins in the RNA-seq data have been previously shown to be up-regulated in human EOC tissues, with potential clinical correlations. These include, but are not limited to, ALDH1, CD44, Epcam, VEGF, Notch3, Wnt/ β-catenin, GLUT1, and PDK1 [55–66]. Some of the other altered gene expressions are consistent with databases, such as Oncomine, which need to be further verified. This work is aiming for providing a landscape of how mouse EOC cells progress *in vivo*, which are likely to be extended to human EOC as we have shown in several our previous publications [13, 28, 30] and in the current work.

## Materials and methods

### Reagents, cell lines and culture

Oleoyl-LPA was from Avanti Polar Lipids (Birmingham, AL). Shikonin (SHK) and menadione (MD) were from Sigma (St. Louis, MO). Antibodies against p-FAK (Tyr397) and p-PXN (Tyr118) were from Cell Signaling (Boston, MA, USA). Antibodies against PKM2 and PDH1 were from Abcam. Anti-SOX9 antibody (Cat. Log # AB5535) was from EMD Millipore (Billerica, MA). The pair of PE01/PE04 cell lines were from Dr. Daniela Matei (Northwestern University); The ID8 and T29 cell lines were kind gifts from Dr. Paul F Terranova (University of Kansas Medical Center) and Dr. Jinsong Liu (M.D Anderson), respectively.

The ID8-P0, an ID8-luc cell line expressing both GFP and luciferase was established as described [39]. Different ID8-P1 and -P2 cell lines were established as previously described [13]. SKOV3 and SKOV3ip1 were from Dr. Mien-Chie Hung (University of Texas M.D. Anderson Cancer Center). HEY and HEY-1B cells were form Dr. Gorden Mills (MD Anderson). All cell lines were maintained in a humidified atmosphere at 37°C with 5% CO2. ID8 cells (mouse epithelial ovarian cancer cells) were maintained in high glucose DMEM containing 5% FBS (ATCC, Manassas, VA) and 100 μg/mL Penicillin/Streptomycin/ Amphotericin B (PSA). SKOV3 cells were cultured in Dulbecco's modified Eagle's medium/F12 supplemented with 4% FBS. HEY and HEY-1B cells were cultured in RPMI1640 with 5–10% FBS. PE01/PE04 cells were cultured in RPMI 1640 with glutamine, 10% FBS (ATCC, Manassas, VA), and 100 μg/mL Penicillin/Streptomycin/Amphotericin B (PSA). For serum starvation, cells were incubated in the basal medium without FBS or antibiotics. LPA treatment was performed in cells starved from serum for 16–24 hr.

### RNA-seq

ID8-P0 and–PW2 cells were cultured in suspension. After 24 hrs, cells were collected for RNA-seq analyses. A new and improved method for stranded whole transcriptome RNA-seq method was developed and described in detail previously [25]. Briefly, biological duplicates of cells (10^7^) were lysed and RNA was extracted according to manufacturer’s protocol (Qiagen RNeasy Mini kit). Total RNA was fractionated by size using ethanol concentration manipulations. The large RNA fraction (>200 nt) was fragmented prior to library construction. Ribosomal RNA was reduced by duplex specific nuclease (DSN) following limited hybridizations of both fractions and then amplified to add barcodes for multiplexing on the Illumina HiSeq2000 platform.

### Bioinformatics analyses

Demultiplexing RNA sequences were performed by CASAVA v1.8.2 and trimming was accomplished with Trimmomatic v0.22 with additional trimming by fastx_clipper v0.0.13.2. Read mapping was performed by tophat2 v2.0.6 to the mouse reference genome from ENSEMBL and bacterial genome with parameters, –b2-very-sensitive—read-edit-dist 2—max- multihits 100—library-type fr-secondstrand. Mapped reads were then summarized as gene expression for associated genes using custom perl scripts allowing no more than two mismatches. Differential analysis was performed with a published software edgeR [26] to evaluate the statistical significance of the difference and fold change (FC) between ID8-PW2 and -P0 for each individual gene. The q-values of genes were achieved by FDR adjustment on their p-values for multiple-test correction. If one gene has q-value less than 0.01 and linear fold change (FC) larger than 1.2 or less than 0.83, the gene was determined as differentially expressed gene (DEG). An online tool DAVID (https://david.ncifcrf.gov, v6.8) was used to perform enrichment analysis on DEGs for biological functions and KEGG pathways. A number of gene ontology (GO) functions, KEGG pathways, and other functional annotations were recognized as significantly over-represented (FDR-based multiple-test corrected p-values < 0.05) in either up- or down-regulated DEGs when comparing ID8-PW2 to ID8-P0.

### Stable cell lines

PE04-ZIP4-KO or PE01-ZIP4-OE cell lines were established as described [28]. The Dsp- KD cell lines were using The Dsp-KD cell lines were established by lentivirus infection of dsp- shRNA virus. Dsp-shRNA plasmid was from Origene (Cat# TL519230).

### Western blot analysis and quantitative-real time PCR (Q-PCR)

Western blot analyses were conducted using standard procedures and proteins were detected using primary antibodies and fluorescent secondary antibodies (IRDye 800CW- conjugated or IRDye 680-conjugated anti-species IgG, Li-Cor Biosciences, Lincoln, NE) as we described previously [13]. The fluorescent signals were captured on an Odyssey Infrared Imaging System (Li-Cor Biosciences, Lincoln, NE) with both 700- and 800-nm channels. Boxes were manually placed around each band of interest, and the software returned near- infrared fluorescent values of raw intensity with background subtraction (Odyssey 3.0 analytical software, Li-Cor Biosciences, Lincoln, NE). The protein MW marker used was the Pre-stained SDS-PAGE Standards, broad range (BIO_RAD, Cat. Log # 161–0318).

For quantitative real-time PCR (Q-PCR), mouse ID8 P0/P1 cells were seeded into 6-well plates in attached or low-attached plates in suspension, RNAs were extracted with the RNeasy mini kit (Qiagen, Valencia, CA) and reverse transcribed by M-MLV reverse transcriptase. Q- PCR was performed in a Light Cycler 480 (Roche, Indianapolis, IN) with a SYBR Green I Master Mix (Roche, Indianapolis, IN). mRNA abundance was normalized to GAPDH.

### ALDH activity assay

The Aldefluor assay (Stem Cell Technologies, Canada) was used to identify cell populations with ALDH enzymatic activity as described by MacDonagh *et al*. [67]. The assay was carried out according to manufacturer’s instructions. Briefly, cells (5 × 10^5^) were suspended in Aldefluor assay buffer containing activated Aldefluor reagent, BODIPY- aminoacetaldehyde (BAAA) for 45 min. The Aldefluor reagent is a fluorescent non-toxic ALDH substrate that freely diffuses into intact viable cells. In the presence of ALDH, BAAA is converted to BOPIDY-aminoacetate (BAA), which is retained within the cells expressing ALDH. A specific ALDH inhibitor, DEAB, was used to inhibit the BAAA-BAA conversion and acts as an internal negative control for background fluorescence. The brightly fluorescent ALDH1+ve cells were detected using the green fluorescence channel (520-540nm).

### Cell proliferation, anoikis-resistance, colony- and spheroid-formation assays

Cell proliferation was analyzed based on MTT hydrolysis using Cell Counting Kit-8 (Dojindo Molecular Technologies, Rockville, MA). Anoikis-resistance and soft agar colony assays were described in detail previously [13]. For spheroid formation, cells were re- suspended at 1×10^3^ to 1×10^4^ cells/mL in serum-free DMEM/F12 supplemented with 5 μg/mL insulin (Sigma), 20 ng/mL human recombinant epidermal growth factor (EGF; Invitrogen), 10 ng/mL basic fibroblast growth factor (bFGF; Invitrogen), and 0.4% bovine serum albumin (BSA; Sigma), followed by culturing in 24-or 96-well Ultra Low Attachment plates (Corning, NY). Spheroids were photographed after seven days in culture.

### Statistical analyses

The Student’s t-test was utilized to assess the statistical significance of the difference between two treatments. The asterisk rating system as well as quoting the *P* value in this study was * *P*< 0.05; ** *P*< 0.01; and *** *P*< 0.001. A *P* value of less than 0.05 was considered significant.

## Supporting information

S1 Fig Reproducibility of RNA-seq data. **A.** The scatter plot of gene expression between biological replicates, e.g. two replicates at P0. **B.** The scatter plot of gene expression between different conditions, e.g. one sample at P0 and the other one at PM2. **C.** Matrix of Pearson correlation coefficients between any two samples showing higher correlations between biological replicates than those cross different conditions.
(TIF)

S1 Table DEGs up-regulated in ID8-PW2 vs. -P0 associated with zinc ion binding.

S2 Table Gene ontologies (GOs), KEGG pathways and other functions significantly enriched in DEGs. The associated genes in the pathways with corresponding q-values are shown. The fold changes (ID8-P2 vs. ID8-P0) are enclosed in the bracket.
(DOCX)

S3 Table DEGs up-regulated in ID8-PW2 associated with pH pathway. The associated genes in the pathways with corresponding q-values are shown. The fold changes (ID8-P2 vs. ID8-P0) are enclosed in the bracket.
(DOCX)

# Supplementary material for: Changes in mRNA/protein expression and signaling pathways in in vivo passaged mouse ovarian cancer cells
**Source:** PLoS One. 2018 Jun 21;13(6):e0197404. doi: 10.1371/journal.pone.0197404
**Supplement:** S1 Table

**S1 Table. DEGs up-regulated in ID8-PW2 vs. -P0 associated with zinc ion binding**

| GOTERM_MF_DIRECT | q-value | Gene symbols with FC |
| --- | --- | --- |
| GO:0008270~zinc ion binding | 2.09E-02 | Pdlim1 (+8.7), Rad18 (+2.3), Rnf208 (+85.3), Mical2 (+1.7), Rnf181 (+1.5), Lonrf1 (+1.9), Mmp17 (+8.1), Nr1d1 (+1.9), 2010111I01Rik (+1.4), Bard1 (+2.7), Sod3 (+3.4), Cpn1 (+5.3), Adam33 (+10.6), Zfand2a (+1.4), Enpp1 (+2.2), Car6 (+14.4), Zcrb1 (+1.4), Yaf2 (+1.9), G2e3 (+2.0), Aire (+29.4), Agbl5 (+2.1), Dtx1 (+24.5), Cblb (+1.3), Pdlim4 (+15.7), Esr1 (+1.7), Pcgf3 (+1.5), Crip3 (+83.2), Zfr2 (+3.8), Trim14 (+3.4), L3mbtl2 (+1.4), Uhrf2 (+1.3), Ace (+7.4), Sqstm1 (+1.2), Zcchc11 (+1.3), Rnf43 (+6.7), Ttc3 (+1.6), Car12 (+2.1), Mt2 (+25.4), Ing4 (+1.4), Rsf1 (+1.3), Tk1 (+2.6), Apobec3 (+2.0), Car9 (+17.1), Pcgf5 (+1.7), Ppara (+3.3), Cul9 (+8.3), Rnf19a (+2.1), Nr5a1 (+1.4), Trim30a (+54.8), Brd1 (+1.4), Gata4 (+1.6), Vdr (+2.0), Mt1 (+3.0), Dzip3 (+1.9), Adamts4 (+6.6), Usp22 (+1.4), Cxxc4 (+2.5), Map3k1 (+1.6), Arih1 (+1.3), Parp1 (+1.6), Birc5 (+2.3), Birc2 (+1.5), March6 (+1.6), Enpp2 (+4.9), Ubr5 (+1.3), Cda (+7.7), Pja1 (+1.3), Fus (+1.7), Nrap (+55.7), Rnf122 (+1.9), Chd3 (+1.5), Uhrf1 (+2.0), Cryz (+2.0), Kdm5b (+1.3), Nr1i2 (+7.6), Mme (+4.6), Brca1 (+1.8), Hivep1 (+1.3), Zcchc14 (+1.3), Rara (+1.5), Kcmf1 (+1.3), Smad3 (+1.4), Mmel1 (+9.1), Rnf141 (+2.3), Mta3 (+1.7), Dtnb (+1.6), Zfand3 (+1.3), Rnf182 (+12.1), Bnc2 (+1.5), Zmiz1 (+1.5), Mdm4 (+1.6), Crip1 (+1.5), Lonrf3 (+2.2), Traf1 (+23.2), Micall1 (+1.5), Adamts10 (+4.1), Lims2 (+59.6), Trip12 (+1.2), Mdm2 (+1.4), Phf19 (+5.3), Rnf2 (+1.5), Pdlim2 (+2.2), Scaf11 (+1.5), Zfr (+1.4), Anpep (+11.7), Enpep (+23.6), Pappa2 (+9.2), Mmp19 (+2.5), Tet1 (+5.7), Ski (+1.3), Dtx3 (+1.9), Tet2 (+2.0), Nsd1 (+1.4), Lhx1 (+80.0), Rarg (+1.6), Ep300 (+1.3), Neil2 (+6.7), Qpct (+153.1), Sp140 (+4.8), Ablim1 (+2.2), Pxn (+1.3), Rnf145 (+1.6), Thra (+1.6), Prkca (+1.9), Micall2 (+2.4), Rora (+2.0), Kdm4b (+1.4), Ada (+7.8), Pdlim7 (+1.5), Nsmce2 (+1.4), Nfx1 (+1.3), Zcwpw1 (+3.1), Gata5 (+6.0), Trim23 (+1.4), Kdm5a (+1.4), Alad (+1.7) |

# Supplementary material for: Changes in mRNA/protein expression and signaling pathways in in vivo passaged mouse ovarian cancer cells
**Source:** PLoS One. 2018 Jun 21;13(6):e0197404. doi: 10.1371/journal.pone.0197404
**Supplement:** S2 Table — The associated genes in the pathways with corresponding q-values are shown. The fold changes (ID8-P2 vs. ID8-P0) are enclosed in the bracket.

**S2 Table. Gene Ontologies (GOs), KEGG pathways and other functions enriched in DEGs**

| **Proliferation/Apoptosis** | **q-value** | **Gene symbols with fold change (FC)** |
| --- | --- | --- |
| GO:0007049~cell cycle | 1.14E-07 | Sept9 (+1.3), Anapc15 (+2.0), Fbxo5 (+2.7), Cit (+2.4),  Pdcd6ip (+1.3), Kif23 (+2.6), 4632434I11Rik (+2.1), Ddit3  (+1.5), Cks2 (+2.5), Gmnn (+2.2), Cdc20 (+2.1), Ndc80  (+2.0), Dclre1a (+1.5), Mis18bp1 (+2.4), Maea (+1.4),  Fam64a (+3.6), Uhrf2 (+1.3), Mapk4 (+2.6), Nusap1 (+2.0),  Cep55 (+1.9), Ska2 (+1.6), Ing4 (+1.4), Dlgap5 (+3.3), Prc1  (+2.1), Triobp (+1.4), Aspm (+1.6), Kntc1 (+2.0), Rad21  (+1.6), Brsk1 (+27.7), Knstrn (+2.0), Prkcd (+1.5), Syce2  (+3.4), Cdk5 (+1.3), Mapk3 (+1.5), Plk1 (+3.1), Dscc1  (+5.1), Steap3 (+7.9), Ncapd2 (+1.6), Usp22 (+1.4), Fanci  (+2.5), Aurkb (+2.7), Birc5 (+2.3), Cenpe (+1.8), Sgol1  (+2.8), Ppp1cb (+1.3), Ticrr (+3.3), Cdc45 (+2.4), Sik1  (+1.6), Sept10 (+1.3), Ccng2 (+1.6), Nek2 (+2.5), Hjurp  (+1.7), Ppp1cc (+1.4), Cdkn1b (+1.3), Uhrf1 (+2.0), Setd8  (+1.6), Anapc5 (+1.3), Mastl (+1.9), Nedd9 (+2.0), Dab2ip  (+1.5), Brca1 (+1.8), Ska3 (+2.6), Ccnb2 (+2.2), Mapk13  (+36.7), Cdkn1a (+2.6), Prr5 (+4.2), Aurka (+2.5), Dynlt3  (+1.3), Kif11 (+1.4), E2f7 (+3.3), Ccnd2 (+2.8), Ncaph  (+1.8), Ccnb1 (+1.9), Mki67 (+2.3), Bub1b (+2.3), Gsg2  (+6.7), Nipbl (+1.4), Tet2 (+2.0), Ep300 (+1.3), Arl2 (+1.4),  Cdk1 (+1.8), Rassf1 (+1.8), Gnai2 (+1.3), Camk1 (+1.6),  Tpx2 (+1.9), Fancd2 (+5.7), Gadd45a (+2.1), Clasp2 (+1.5),  Dixdc1 (+8.7), Marveld1 (+1.3), Kctd11 (+2.1), Ube2c (+2.0),  Spag5 (+1.9), Chek2 (+2.4), Snx18 (+1.5), Foxn3 (+1.4),  Txnip (+1.6), Nsmce2 (+1.4), Pmp22 (+4.0), Tacc1 (+1.3),  Racgap1 (+2.6), Arl8b (+1.3), Cul4b (+1.5), Anln (+2.0),  Ccna2 (+2.2), Pkmyt1 (+2.3), Rab11a (+1.3) |
| Cell division | 1.50E-05 | Sept9 (+1.3), Ppp1cc (+1.4), Anapc15 (+2.0), Fbxo5 (+2.7),  Setd8 (+1.6), Cit (+2.4), Anapc5 (+1.3), Pdcd6ip (+1.3),  Kif23 (+2.6), Nedd9 (+2.0), Mastl (+1.9), Ska3 (+2.6), Cks2  (+2.5), Ccnb2 (+2.2), Cdc20 (+2.1), Ndc80 (+2.0), Aurka  (+2.5), Dclre1a (+1.5), Mis18bp1 (+2.4), Kif11 (+1.4), Dynlt3  (+1.3), Maea (+1.4), Fam64a (+3.6), Ccnd2 (+2.8), Ncaph  (+1.8), Ccnb1 (+1.9), Nusap1 (+2.0), Bub1b (+2.3), Cep55  (+1.9), Ska2 (+1.6), Prc1 (+2.1), Triobp (+1.4), Cdk1 (+1.8),  Gnai2 (+1.3), Aspm (+1.6), Tpx2 (+1.9), Kntc1 (+2.0),  Clasp2 (+1.5), Rad21 (+1.6), Knstrn (+2.0), Syce2 (+3.4),  Ube2c (+2.0), Chek2 (+2.4), Tacc3 (+2.2), Kifc5b (+3.7),  Spag5 (+1.9), Snx18 (+1.5), Cdk5 (+1.3), Plk1 (+3.1),  Nsmce2 (+1.4), Ncapd2 (+1.6), Racgap1 (+2.6), Tacc1  (+1.3), Arl8b (+1.3), Aurkb (+2.7), Birc5 (+2.3), Cenpe  (+1.8), Sgol1 (+2.8), Ppp1cb (+1.3), Anln (+2.0), Cdc45  (+2.4), Sept10 (+1.3), Ccng2 (+1.6), Ccna2 (+2.2), Nek2  (+2.5) |
| Mitosis | 2.13E-05 | Anapc15 (+2.0), Fbxo5 (+2.7), Setd8 (+1.6), Cit (+2.4),  Anapc5 (+1.3), Kif23 (+2.6), Nedd9 (+2.0), Mastl (+1.9), |

|  |  | Ska3 (+2.6), Ccnb2 (+2.2), Cdc20 (+2.1), Ndc80 (+2.0),  Aurka (+2.5), Dclre1a (+1.5), Mis18bp1 (+2.4), Kif11 (+1.4),  Dynlt3 (+1.3), Fam64a (+3.6), Ncaph (+1.8), Ccnb1 (+1.9),  Nusap1 (+2.0), Bub1b (+2.3), Cep55 (+1.9), Ska2 (+1.6),  Triobp (+1.4), Cdk1 (+1.8), Aspm (+1.6), Tpx2 (+1.9), Kntc1  (+2.0), Clasp2 (+1.5), Rad21 (+1.6), Knstrn (+2.0), Ube2c  (+2.0), Chek2 (+2.4), Tacc3 (+2.2), Kifc5b (+3.7), Spag5  (+1.9), Snx18 (+1.5), Plk1 (+3.1), Nsmce2 (+1.4), Ncapd2  (+1.6), Arl8b (+1.3), Aurkb (+2.7), Birc5 (+2.3), Cenpe  (+1.8), Sgol1 (+2.8), Anln (+2.0), Ccng2 (+1.6), Ccna2  (+2.2), Nek2 (+2.5) |
| --- | --- | --- |
| GO:0051301~cell division | 8.25E-05 | Sept9 (+1.3), Ppp1cc (+1.4), Anapc15 (+2.0), Fbxo5 (+2.7),  Setd8 (+1.6), Cit (+2.4), Anapc5 (+1.3), Pdcd6ip (+1.3),  Kif23 (+2.6), Nedd9 (+2.0), Mastl (+1.9), Ska3 (+2.6), Cks2  (+2.5), Ccnb2 (+2.2), Cdc20 (+2.1), Ndc80 (+2.0), Aurka  (+2.5), Dclre1a (+1.5), Map4 (+1.3), Mis18bp1 (+2.4), Kif11  (+1.4), Dynlt3 (+1.3), Maea (+1.4), Fam64a (+3.6), Ccnd2  (+2.8), Ncaph (+1.8), Ccnb1 (+1.9), Nusap1 (+2.0), Bub1b  (+2.3), Cep55 (+1.9), Ska2 (+1.6), Prc1 (+2.1), Triobp  (+1.4), Cdk1 (+1.8), Gnai2 (+1.3), Aspm (+1.6), Tpx2 (+1.9),  Kntc1 (+2.0), Clasp2 (+1.5), Rad21 (+1.6), Knstrn (+2.0),  Syce2 (+3.4), Ube2c (+2.0), Spag5 (+1.9), Chek2 (+2.4),  Kifc5b (+3.7), Snx18 (+1.5), Cdk5 (+1.3), Plk1 (+3.1),  Nsmce2 (+1.4), Ncapd2 (+1.6), Racgap1 (+2.6), Tacc1  (+1.3), Arl8b (+1.3), Birc5 (+2.3), Aurkb (+2.7), Cenpe  (+1.8), Sgol1 (+2.8), Ppp1cb (+1.3), Anln (+2.0), Cdc45  (+2.4), Sept10 (+1.3), Ccng2 (+1.6), Ccna2 (+2.2), Nek2  (+2.5), Kif14 (+2.2) |
| Apoptosis | 2.12E-03 | Rassf7 (+2.4), Pdcd6ip (+1.3), Rtkn (+1.8), 4632434I11Rik  (+2.1), Dab2ip (+1.5), Pmaip1 (+2.1), Gadd45b (+1.6), Ddit3  (+1.5), Egln3 (+3.2), Plscr3 (+1.5), Mtch1 (+1.4), Foxo1  (+1.6), Gapdh (+1.5), Fam162a (+1.9), Casp7 (+2.1), Tial1  (+1.5), G2e3 (+2.0), Aplp1 (+1.5), Puf60 (+1.3), Sh3kbp1  (+2.2), Traf1 (+23.2), Vdac1 (+1.4), Dab2 (+1.6), Hip1  (+1.5), Dap (+2.5), Bag6 (+1.6), Cadm1 (+1.5), Pak1 (+2.6),  Ero1l (+3.6), Prune2 (+1.8), Hif3a (+4.4), Ngfrap1 (+2.1),  Lgals1 (+1.9), Bub1b (+2.3), Sqstm1 (+1.2), Nisch (+1.4),  Ing4 (+1.4), Prelid1 (+1.5), Cdk1 (+1.8), Shf (+2.5), Ddit4  (+2.3), Ifit2 (+4.8), Bok (+1.5), Tpx2 (+1.9), Tmem173  (+1.7), Bnip3 (+8.4), Cflar (+1.4), Rad21 (+1.6), Prkca  (+1.9), Vil1 (+9.7), Prkcd (+1.5), Fgfr3 (+3.6), Dedd (+1.6),  Chek2 (+2.4), Stk24 (+1.4), Cdk5 (+1.3), Mapk3 (+1.5),  Pycard (+4.3), Steap3 (+7.9), Ebag9 (+1.4), Arl6ip1 (+1.3),  Mef2a (+1.4), Fem1b (+1.3), Ppp1r13l (+1.7), Tmbim6  (+1.4), Birc5 (+2.3), Bcl2l2 (+1.3), Birc2 (+1.5), Kank2  (+1.7), Fastk (+1.7), Pea15a (+1.6) |
| mmu04390:Hippo signaling pathway | 5.97E-03 | Ppp1cc (+1.4), Dlg3 (+4.5), Csnk1e (+1.4), Tcf7 (+28.3),  Tgfb1 (+1.9), Dlg4 (+2.2), Wnt5b (+2.7), Wnt10b (+8.9),  Rassf1 (+1.8), Serpine1 (+3.1), Smad3 (+1.4), Smad1  (+6.1), Bmp7 (+3.3), Tcf7l2 (+1.7), Ywhaz (+1.6), Fzd6  (+1.9), Ctnnb1 (+1.6), Bmpr2 (+1.4), Dlg2 (+12.0), Fzd1  (+2.7), Wnt5a (+1.6), Frmd6 (+1.9), Birc5 (+2.3), Afp  (+12.3), Gsk3b (+1.4), Ppp1cb (+1.3), Ccnd2 (+2.8), Snai2  (+2.2), Fgf1 (+3.0), Wnt4 (+6.3) |
| mmu04110:Cell cycle | 6.70E-03 | Cdkn1b (+1.3), Tgfb1 (+1.9), Ep300 (+1.3), Cdk1 (+1.8), |

|  |  | Anapc5 (+1.3), Gadd45a (+2.1), Gadd45b (+1.6), Smad3  (+1.4), Rad21 (+1.6), Ccnb2 (+2.2), Cdc20 (+2.1), Cul1  (+1.3), Chek2 (+2.4), Cdkn1a (+2.6), Ywhaz (+1.6), Plk1  (+3.1), Ttk (+3.9), Espl1 (+2.5), Mdm2 (+1.4), Gsk3b (+1.4),  Ccnd2 (+2.8), Cdc45 (+2.4), Ccnb1 (+1.9), Ccna2 (+2.2),  Bub1b (+2.3), Pkmyt1 (+2.3) |
| --- | --- | --- |
| mmu05200:Pathways in cancer | 8.58E-03 | Cdkn1b (+1.3), Tcf7 (+28.3), Tgfb1 (+1.9), Fgf11 (+5.2),  Wnt10b (+8.9), Rara (+1.5), Plcb4 (+1.9), Adcy6 (+1.3),  Egln3 (+3.2), Smad3 (+1.4), Cks2 (+2.5), Slc2a1 (+1.7),  Ptger4 (+2.7), Fn1 (+1.7), Runx1 (+1.3), Foxo1 (+1.6),  Pdgfa (+2.6), Cdkn1a (+2.6), Pdgfra (+5.6), Ccdc6 (+1.4),  Plekhg5 (+1.4), Fzd6 (+1.9), Ctnnb1 (+1.6), Cblb (+1.3),  Traf1 (+23.2), Lamb1 (+1.4), Mdm2 (+1.4), Adcy7 (+3.9),  Pgf (+180.4), Kitl (+1.5), Fgf1 (+3.0), Wnt4 (+6.3), Gna12  (+1.6), Ep300 (+1.3), Gnai2 (+1.3), Wnt5b (+2.7), Rassf1  (+1.8), Kit (+43.4), Arnt2 (+4.5), Vegfa (+7.5), Prkca (+1.9),  Fgfr1 (+1.6), Fgfr3 (+3.6), Tcf7l2 (+1.7), Adcy3 (+10.4),  Mapk3 (+1.5), Mtor (+1.3), Gnb4 (+23.4), Msh3 (+1.6),  Egln1 (+1.6), Fzd1 (+2.7), Map2k1 (+1.8), Akt3 (+6.7),  Pik3cd (+3.9), Wnt5a (+1.6), Birc5 (+2.3), Birc2 (+1.5),  Gsk3b (+1.4), Epas1 (+1.6), Nos2 (+12.7), Csf1r (+28.9) |
| mmu04115:p53 signaling pathway | 1.12E-02 | Steap3 (+7.9), Sesn3 (+2.5), Mdm4 (+1.6), Cdk1 (+1.8),  Serpine1 (+3.1), Rrm2b (+1.4), Mdm2 (+1.4), Pmaip1 (+2.1),  Gadd45a (+2.1), Gtse1 (+2.0), Gadd45b (+1.6), Ccnd2  (+2.8), Ccnb2 (+2.2), Ccnb1 (+1.9), Ccng2 (+1.6), Chek2  (+2.4), Cdkn1a (+2.6) |
| mmu04068:FoxO signaling pathway | 2.17E-02 | Cdkn1b (+1.3), Csnk1e (+1.4), Tgfb1 (+1.9), Prkag1 (+1.5),  Ep300 (+1.3), Bcl6 (+1.4), Gadd45a (+2.1), Prkaa1 (+1.7),  Bnip3 (+8.4), Gadd45b (+1.6), Smad3 (+1.4), Mapk13  (+36.7), Ccnb2 (+2.2), Pck2 (+1.4), Foxo1 (+1.6), Cdkn1a  (+2.6), Mapk3 (+1.5), Plk1 (+3.1), Fbxo32 (+1.3), Pik3cd  (+3.9), Akt3 (+6.7), Map2k1 (+1.8), Mdm2 (+1.4), Ccnd2  (+2.8), Ccnb1 (+1.9), Ccng2 (+1.6) |
| GO:0006915~apoptotic process | 4.58E-02 | Rassf7 (+2.4), Aldoc (+1.5), Pdcd6ip (+1.3), Rtkn (+1.8),  4632434I11Rik (+2.1), Trpv2 (+52.4), Dab2ip (+1.5),  Pmaip1 (+2.1), Lsp1 (+278.9), Gadd45b (+1.6), Ddit3 (+1.5),  Egln3 (+3.2), Plscr3 (+1.5), Mtch1 (+1.4), Foxo1 (+1.6), Cul1  (+1.3), Gapdh (+1.5), Fam162a (+1.9), Casp7 (+2.1), Tial1  (+1.5), G2e3 (+2.0), Aplp1 (+1.5), Puf60 (+1.3), Traf1  (+23.2), Sh3kbp1 (+2.2), Vdac1 (+1.4), Dab2 (+1.6), Hip1  (+1.5), Dap (+2.5), Bag6 (+1.6), Cadm1 (+1.5), Pak1 (+2.6),  Ero1l (+3.6), Prune2 (+1.8), Hif3a (+4.4), Ngfrap1 (+2.1),  Lgals1 (+1.9), Bub1b (+2.3), Sqstm1 (+1.2), Nisch (+1.4),  Ing4 (+1.4), Prelid1 (+1.5), Ep300 (+1.3), Cdk1 (+1.8), Shf  (+2.5), Ifit2 (+4.8), Ddit4 (+2.3), Bok (+1.5), Tpx2 (+1.9),  Tmem173 (+1.7), Bnip3 (+8.4), Cflar (+1.4), Rad21 (+1.6),  Prkca (+1.9), Vil1 (+9.7), Prkcd (+1.5), Fgfr3 (+3.6), Dedd  (+1.6), Chek2 (+2.4), Stk24 (+1.4), Cdk5 (+1.3), Mapk3  (+1.5), Pycard (+4.3), Steap3 (+7.9), Ebag9 (+1.4), Arl6ip1  (+1.3), Mef2a (+1.4), Fem1b (+1.3), Ppp1r13l (+1.7), Birc5  (+2.3), Tmbim6 (+1.4), Bcl2l2 (+1.3), Birc2 (+1.5), Aatk  (+14.4), Kank2 (+1.7), Cul7 (+1.9), Fastk (+1.7), Pea15a  (+1.6) |

| **Cytoskeleton** | **q-value** | **Gene symbols with fold change (FC)** |
| --- | --- | --- |
| GO:0005856~cytoskeleton | 2.20E-08 | Sept9 (+1.3), Eml1 (+4.9), Pdlim1 (+8.7), Twf1 (+1.4), Rad18  (+2.3), Rassf3 (+2.5), Rassf7 (+2.4), Ptpn7 (+5.5), Fbxo5  (+2.7), Acot13 (+1.4), Pdcd6ip (+1.3), Kif23 (+2.6), Fam96b  (+1.9), Disc1 (+22.4), Tbce (+1.6), Map1a (+3.9), Enc1  (+2.2), Dtl (+2.4), Mapk1ip1 (+1.8), Parvb (+12.8), Ky (+3.2),  Cdc20 (+2.1), Shroom1 (+6.7), Ccdc6 (+1.4), Bsn (+3.6),  Myzap (+3.2), Sptb (+2.6), Lrmp (+6.1), Arl6ip5 (+1.2), Agbl5  (+2.1), Arap3 (+6.4), Mylk (+2.2), Tubb6 (+1.8), Maea (+1.4),  Trib2 (+1.6), Kitl (+1.5), Cttn (+1.4), Nusap1 (+2.0), Ndrg1  (+3.5), Nos1 (+63.9), Ctnnal1 (+1.6), Cep55 (+1.9), Kif21a  (+1.9), Des (+9.1), Cntln (+2.3), Ska2 (+1.6), Eml4 (+1.4),  Tacc2 (+1.3), Dlgap5 (+3.3), Prc1 (+2.1), Triobp (+1.4),  Myo7b (+15.4), Aspm (+1.6), Kntc1 (+2.0), Gtse1 (+2.0),  Myo18a (+1.3), Tuba8 (+83.7), Rnf19a (+2.1), Tpm2 (+45.8),  Pacsin2 (+1.6), Knstrn (+2.0), Brsk1 (+27.7), Map7 (+8.8),  Map1b (+1.3), Vil1 (+9.7), Ccdc38 (+52.3), Plekhg6 (+5.2),  Tppp (+5.0), Dnm1 (+3.6), Mapk3 (+1.5), Cdk5 (+1.3), Plk1  (+3.1), Map3k1 (+1.6), Bbs4 (+2.4), Map2k1 (+1.8), Rmdn2  (+2.1), Birc5 (+2.3), Avil (+9.6), Aurkb (+2.7), Cenpe (+1.8),  Sgol1 (+2.8), Ckap4 (+1.8), Cep57l1 (+2.6), Sept10 (+1.3),  Add1 (+1.3), Ank2 (+2.0), Cul7 (+1.9), Baiap2 (+1.3), Nek2  (+2.5), Coro2b (+6.2), Clip2 (+1.9), Afap1 (+2.3), Mybpc3  (+7.6), Nedd9 (+2.0), Tubg2 (+52.6), Mastl (+1.9), Ska3  (+2.6), Sncg (+62.7), Smtn (+1.4), Dync1i1 (+1.6), Klhl2  (+1.7), Cotl1 (+2.0), Cep57 (+1.5), Atf4 (+1.5), Dennd2a  (+7.9), Twf2 (+1.8), Aurka (+2.5), Ctnnb1 (+1.6), Map4  (+1.3), Kif22 (+1.9), Kif11 (+1.4), Dynlt3 (+1.3), Tmod3  (+1.4), Sh3kbp1 (+2.2), Frmd6 (+1.9), Sorbs3 (+1.6), Pdlim2  (+2.2), Add3 (+1.6), Hspa2 (+1.8), Baiap2l1 (+1.2), Ccnb1  (+1.9), Hspb1 (+2.1), D430042O09Rik (+1.5), Mtss1 (+1.9),  Gsg2 (+6.7), Dsp (+55.4), Ppp1r18 (+1.4), Cep170 (+1.4),  Frmd4a (+1.9), Dpysl2 (+1.3), Myo7a (+3.1), Cdk1 (+1.8),  Arl2 (+1.4), Rassf1 (+1.8), Gnai2 (+1.3), Sgcb (+2.2), Ablim1  (+2.2), Tpx2 (+1.9), Rai14 (+1.9), Clasp2 (+1.5), Pxn (+1.3),  Nckap5l (+2.8), Micall2 (+2.4), Marveld1 (+1.3), Tpm1 (+1.3),  Kif27 (+7.4), Spag5 (+1.9), Klhl3 (+30.3), Ckap2l (+2.1),  Pick1 (+1.4), Pdlim7 (+1.5), Vim (+1.4), Ivns1abp (+1.8),  Tacc1 (+1.3), Racgap1 (+2.6), Arl8b (+1.3), Cct5 (+1.3), Def6  (+121.2), Palld (+1.8), Dnah17 (+4.6), Anln (+2.0), Soga2  (+2.1), Camsap3 (+83.8), Cdc42ep2 (+6.0), Coro1b (+1.3),  Kif20a (+2.3), Kif4 (+1.8), Kif14 (+2.2) |
| GO:0042060~wound healing | 3.65E-05 | Mtor (+1.3), Dsp (+55.4), Nf1 (+1.3), B4galt1 (+1.3), Pecam1  (+16.3), Arhgef19 (+1.8), Map3k1 (+1.6), Tgfb1 (+1.9), Hpse  (+4.9), Wnt5a (+1.6), Sparc (+2.0), Fcgr4 (+16.2), Wnt5b  (+2.7), Cdh3 (+3.1), Dcbld2 (+1.9), Serpine1 (+3.1), Col3a1  (+8.2), Ppara (+3.3), Pak1 (+2.6), Elk3 (+1.6), Dcn (+1.2),  Fn1 (+1.7), Tpm1 (+1.3), Pdgfra (+5.6), Cav1 (+2.7), Coro1b  (+1.3) |
| GO:0003779~actin binding | 1.26E-04 | Nrap (+55.7), Twf1 (+1.4), Coro2b (+6.2), Afap1 (+2.3),  Mybpc3 (+7.6), Mical2 (+1.7), Myh14 (+15.9), Myh7b (+51.6),  Phactr1 (+7.5), Lsp1 (+278.9), Map1a (+3.9), Enc1 (+2.2),  Dbn1 (+1.4), Parvb (+12.8), Klhl2 (+1.7), Shroom1 (+6.7), |

|  |  | Myoz2 (+91.0), Cotl1 (+2.0), Twf2 (+1.8), Sptb (+2.6), Tns1  (+28.1), Coro2a (+16.1), Tmod3 (+1.4), Hip1 (+1.5), Myo5b  (+3.6), Mylk (+2.2), Myh10 (+20.6), Actn3 (+4.2), Maea  (+1.4), Add3 (+1.6), Myo1h (+2.7), Baiap2l1 (+1.2), Fmnl1  (+2.2), Mtss1 (+1.9), Pof1b (+4.0), Ppp1r18 (+1.4), Ncald  (+4.7), Fxyd5 (+1.8), Cald1 (+1.3), Myo7a (+3.1), Triobp  (+1.4), Tnni1 (+14.4), Myo7b (+15.4), Ablim1 (+2.2), Vill  (+2.0), Tnni3 (+8.9), Tpm2 (+45.8), Dixdc1 (+8.7), Map1b  (+1.3), Vil1 (+9.7), Tpm1 (+1.3), Klhl3 (+30.3), Pick1 (+1.4),  Gmfg (+56.1), Avil (+9.6), Palld (+1.8), Nos2 (+12.7), Anln  (+2.0), Add1 (+1.3), Daam2 (+1.4), Coro1b (+1.3) |
| --- | --- | --- |
| Microtubule | 4.05E-04 | Eml1 (+4.9), Kif21a (+1.9), Clip2 (+1.9), Ska2 (+1.6), Cep170  (+1.4), Rassf3 (+2.5), Eml4 (+1.4), Prc1 (+2.1), Tubg2  (+52.6), Rassf1 (+1.8), Kif23 (+2.6), Tpx2 (+1.9), Gtse1  (+2.0), Disc1 (+22.4), Tuba8 (+83.7), Ska3 (+2.6), Clasp2  (+1.5), Map1a (+3.9), Nckap5l (+2.8), Knstrn (+2.0), Map7  (+8.8), Map1b (+1.3), Tppp (+5.0), Dync1i1 (+1.6), Kif27  (+7.4), Dnm1 (+3.6), Shroom1 (+6.7), Kifc5b (+3.7), Spag5  (+1.9), Cep57 (+1.5), Aurka (+2.5), Map4 (+1.3), Kif22 (+1.9),  Kif11 (+1.4), Dynlt3 (+1.3), Rmdn2 (+2.1), Birc5 (+2.3),  Tubb6 (+1.8), Cep57l1 (+2.6), Dnah17 (+4.6), Camsap3  (+83.8), Nusap1 (+2.0), Ndrg1 (+3.5), Nek2 (+2.5), Kif20a  (+2.3), Kif4 (+1.8), Kif14 (+2.2) |
| GO:0000226~microtubule cytoskeleton organization | 4.17E-04 | Eml1 (+4.9), Aurka (+2.5), Bbs4 (+2.4), Tacc2 (+1.3), Tacc1  (+1.3), Prc1 (+2.1), Vamp4 (+1.4), Cnp (+2.0), Birc5 (+2.3),  Disc1 (+22.4), Tbce (+1.6), Tuba8 (+83.7), Clasp2 (+1.5),  Cul9 (+8.3), Map1a (+3.9), Obsl1 (+1.4), Map7 (+8.8), Map1b  (+1.3), Camsap3 (+83.8), Nusap1 (+2.0), Tacc3 (+2.2), Cul7  (+1.9), Gapdh (+1.5) |
| GO:0005874~microtubule | 6.84E-04 | Eml1 (+4.9), Sept9 (+1.3), Clip2 (+1.9), Rassf3 (+2.5), Kif23  (+2.6), Tubg2 (+52.6), Disc1 (+22.4), Ska3 (+2.6), Map1a  (+3.9), Dync1i1 (+1.6), Shroom1 (+6.7), Cep57 (+1.5), Aurka  (+2.5), Map4 (+1.3), Kif22 (+1.9), Kif11 (+1.4), Dynlt3 (+1.3),  Tubb6 (+1.8), Nusap1 (+2.0), Ndrg1 (+3.5), Bin1 (+2.1),  Kif21a (+1.9), Cep170 (+1.4), Ska2 (+1.6), Eml4 (+1.4),  Dpysl2 (+1.3), Prc1 (+2.1), Rassf1 (+1.8), Aspm (+1.6), Tpx2  (+1.9), Gtse1 (+2.0), Tuba8 (+83.7), Clasp2 (+1.5), Nckap5l  (+2.8), Knstrn (+2.0), Map1b (+1.3), Map7 (+8.8), Tppp  (+5.0), Kif27 (+7.4), Dnm1 (+3.6), Kifc5b (+3.7), Spag5  (+1.9), Map2k1 (+1.8), Rmdn2 (+2.1), Birc5 (+2.3), Cenpe  (+1.8), Gsk3b (+1.4), Cct5 (+1.3), Cep57l1 (+2.6), Dnah17  (+4.6), Camsap3 (+83.8), Nek2 (+2.5), Kif4 (+1.8), Kif14  (+2.2), Kif20a (+2.3) |
| GO:0008017~microtubule binding | 8.34E-04 | Eml1 (+4.9), Kif21a (+1.9), Clip2 (+1.9), Ska2 (+1.6), Eml4  (+1.4), Dpysl2 (+1.3), Prc1 (+2.1), Neil2 (+6.7), Kif23 (+2.6),  Clasp2 (+1.5), Map1a (+3.9), Map1b (+1.3), Tppp (+5.0),  Cryab (+7.7), Dync1i1 (+1.6), Dnm1 (+3.6), Kif27 (+7.4),  Spag5 (+1.9), Cep57 (+1.5), Gapdh (+1.5), Plk1 (+3.1), Nf1  (+1.3), Map4 (+1.3), Kif22 (+1.9), Kif11 (+1.4), Racgap1  (+2.6), Vapa (+1.8), Birc5 (+2.3), Cenpe (+1.8), Cep57l1  (+2.6), Soga2 (+2.1), Reep1 (+47.1), Camsap3 (+83.8),  Nusap1 (+2.0), Ndrg1 (+3.5), Kif20a (+2.3), Kif4 (+1.8), Kif14  (+2.2), Rab11a (+1.3) |
| GO:0030027~lamellipodium | 1.11E-03 | Arhgef6 (+5.3), Amotl1 (+1.3), Tesc (+1.6), Trpv2 (+52.4),  Ablim1 (+2.2), Pxn (+1.3), Dbn1 (+1.4), Vil1 (+9.7), Parvb |

|  |  | (+12.8), Klhl2 (+1.7), Snap25 (+7.2), Cdk5 (+1.3), Plekhg5  (+1.4), Twf2 (+1.8), Ctnnb1 (+1.6), Arhgef7 (+1.3), Tmod3  (+1.4), Plxnd1 (+1.6), Arap3 (+6.4), Podxl (+2.4), Mylk (+2.2),  Spata13 (+2.0), Myh10 (+20.6), Pld2 (+1.5), Palld (+1.8),  Pak1 (+2.6), Kitl (+1.5), Srgap2 (+1.3), Iqgap2 (+2.0), Tiam2  (+2.0), Rapgef3 (+6.0), Cttn (+1.4), Coro1b (+1.3) |
| --- | --- | --- |
| GO:0015629~actin cytoskeleton | 1.19E-03 | Sept9 (+1.3), Twf1 (+1.4), Coro2b (+6.2), Fyb (+8.0),  Arhgap32 (+1.3), Cit (+2.4), Pgm2 (+1.6), H1f0 (+2.3), Triobp  (+1.4), Ablim1 (+2.2), Kntc1 (+2.0), Rai14 (+1.9), Rara (+1.5),  Notch3 (+11.2), Dbn1 (+1.4), Smtn (+1.4), Klhl2 (+1.7),  Myoz2 (+91.0), Snap25 (+7.2), Dennd2a (+7.9), Adam17  (+1.3), Msra (+8.8), Pdlim7 (+1.5), Coro2a (+16.1), Coro6  (+4.0), Pou6f1 (+6.8), Ivns1abp (+1.8), Myh10 (+20.6), Maea  (+1.4), Palld (+1.8), Pdlim2 (+2.2), Anln (+2.0), Slc16a3  (+26.5), Baiap2l1 (+1.2), Baiap2 (+1.3), Aldoa (+1.4), Mtss1  (+1.9), Coro1b (+1.3) |
| GO:0008092~cytoskeletal protein binding | 4.88E-03 | Pick1 (+1.4), B4galt1 (+1.3), Des (+9.1), Pacsin1 (+24.4),  Map3k1 (+1.6), Aldoc (+1.5), Anxa2 (+1.4), Palld (+1.8),  Pacsin2 (+1.6), Capn1 (+1.6), Dbn1 (+1.4), Cryab (+7.7),  Tor1aip1 (+1.3), Aldoa (+1.4), Cdk5r1 (+4.1), Coro1b (+1.3),  Cdk5 (+1.3), Capn2 (+1.3) |
| GO:0051015~actin filament binding | 8.35E-03 | Pick1 (+1.4), Bin1 (+2.1), Coro2b (+6.2), Sptb (+2.6), Coro2a  (+16.1), Coro6 (+4.0), Myh14 (+15.9), Myo7a (+3.1), Triobp  (+1.4), Hip1 (+1.5), Gas7 (+8.3), Myh10 (+20.6), Syne3  (+1.5), Actn3 (+4.2), Myo18a (+1.3), Micall2 (+2.4), Adssl1  (+5.1), Dbn1 (+1.4), Iqgap2 (+2.0), Tpm1 (+1.3), Vil1 (+9.7),  Add1 (+1.3), Fmnl1 (+2.2), Shroom1 (+6.7), Ctnnal1 (+1.6),  Mtss1 (+1.9), Coro1b (+1.3) |
| mmu04510:Focal adhesion | 9.85E-03 | Ppp1cc (+1.4), Rap1b (+1.3), Myl12b (+1.4), Mylk4 (+136.2),  Pxn (+1.3), Vegfa (+7.5), Prkca (+1.9), Fn1 (+1.7), Parvb  (+12.8), Pdgfa (+2.6), Pdgfra (+5.6), Mapk3 (+1.5), Spp1  (+1.8), Col6a3 (+15.5), Ctnnb1 (+1.6), Itgb5 (+1.6), Akt3  (+6.7), Pik3cd (+3.9), Map2k1 (+1.8), Itga11 (+85.4), Shc1  (+1.5), Lamb1 (+1.4), Mylk (+2.2), Birc2 (+1.5), Itga5 (+1.9),  Gsk3b (+1.4), Pgf (+180.4), Actn3 (+4.2), Col3a1 (+8.2), Vwf  (+6.9), Ppp1cb (+1.3), Pak1 (+2.6), Ccnd2 (+2.8), Myl9  (+70.2), Cav1 (+2.7), Capn2 (+1.3), Col5a1 (+4.1) |
| Motor protein | 1.01E-02 | Kif21a (+1.9), Myh14 (+15.9), Myl6b (+2.6), Myh7b (+51.6),  Myo7a (+3.1), Kif23 (+2.6), Myo7b (+15.4), Myo18a (+1.3),  Myl12b (+1.4), Dync1i1 (+1.6), Kif27 (+7.4), Dnm1 (+3.6),  Kifc5b (+3.7), Kif22 (+1.9), Kif11 (+1.4), Dynlt3 (+1.3), Myo5b  (+3.6), Cenpe (+1.8), Myh10 (+20.6), Myl9 (+70.2), Dnah17  (+4.6), Myo1h (+2.7), Kif14 (+2.2), Kif4 (+1.8), Kif20a (+2.3) |
| GO:0005925~focal adhesion | 1.04E-02 | Pdlim1 (+8.7), Twf1 (+1.4), Pcbp2 (+1.4), Ppp1cc (+1.4),  Afap1 (+2.3), Anxa6 (+1.7), Pdcd6ip (+1.3), Mme (+4.6),  Kif23 (+2.6), Stard8 (+29.2), Parvb (+12.8), Hmga1 (+2.2),  Tspan9 (+1.7), Ppfibp1 (+2.6), Adam17 (+1.3), Arhgef7  (+1.3), Ctnnb1 (+1.6), Tns1 (+28.1), Kif22 (+1.9), Sh3kbp1  (+2.2), Dab2 (+1.6), Lims2 (+59.6), Bsg (+1.4), Sorbs3  (+1.6), Pdlim2 (+2.2), Pak1 (+2.6), Cttn (+1.4), Hspb1 (+2.1),  Cav1 (+2.7), Gna12 (+1.6), Capn2 (+1.3), Cd97 (+1.7),  Slc4a2 (+1.5), Efnb2 (+1.8), Triobp (+1.4), Pabpc1 (+1.8),  Clasp2 (+1.5), Pxn (+1.3), Pacsin2 (+1.6), Dixdc1 (+8.7),  Capn1 (+1.6), Mrc2 (+2.5), Cd44 (+1.4), Mapk3 (+1.5),  Ywhaz (+1.6), Pdlim7 (+1.5), Itgb5 (+1.6), Vim (+1.4), Capn5 |

|  |  | (+2.2), Fzd1 (+2.7), Map2k1 (+1.8), Itga11 (+85.4), Itga5  (+1.9), Palld (+1.8), Ppp1cb (+1.3), Slc9a3r2 (+1.4), Add1  (+1.3), Coro1b (+1.3) |
| --- | --- | --- |
| GO:0030175~filopodium | 1.33E-02 | Twf2 (+1.8), Twf1 (+1.4), Cd302 (+56.3), B4galt1 (+1.3),  Podxl (+2.4), Spata13 (+2.0), Def6 (+121.2), Palld (+1.8), Kitl  (+1.5), Dbn1 (+1.4), Iqgap2 (+2.0), Vil1 (+9.7), Tiam2 (+2.0),  Rapgef3 (+6.0), Snap25 (+7.2), Baiap2 (+1.3), Npcd (+1.6),  Cdk5 (+1.3) |
| GO:0098641~cadherin binding involved in cell-cell adhesion | 3.00E-02 | Arfip1 (+1.3), Sept9 (+1.3), Twf1 (+1.4), Pdlim1 (+8.7),  Ppme1 (+1.6), Ldha (+1.3), Sptbn2 (+4.6), Dab2ip (+1.5),  Anxa2 (+1.4), Gprc5a (+2.6), Krt18 (+1.3), Pacsin2 (+1.6),  Notch3 (+11.2), Ccnb2 (+2.2), Epcam (+4.9), Dbn1 (+1.4),  Stk24 (+1.4), Ppfibp1 (+2.6), Ywhaz (+1.6), Ubfd1 (+1.4),  Twf2 (+1.8), Ctnnb1 (+1.6), Puf60 (+1.3), Tmod3 (+1.4),  Vapa (+1.8), F11r (+1.3), Micall1 (+1.5), Lad1 (+13.9),  Ppp1r13l (+1.7), Bsg (+1.4), Eno1 (+1.5), Slc9a3r2 (+1.4),  C330027C09Rik (+2.4), Asap1 (+1.7), Anln (+2.0), Pfkp  (+1.9), Baiap2l1 (+1.2), Add1 (+1.3), Cttn (+1.4), Ndrg1  (+3.5), Baiap2 (+1.3), Aldoa (+1.4), Coro1b (+1.3), Tagln2  (+1.5) |
| GO:0005913~cell-cell adherens junction | 3.08E-02 | Arfip1 (+1.3), Fat2 (+10.5), Sept9 (+1.3), Twf1 (+1.4), Pdlim1  (+8.7), Ppme1 (+1.6), Ldha (+1.3), Sptbn2 (+4.6), Dab2ip  (+1.5), Anxa2 (+1.4), Gprc5a (+2.6), Krt18 (+1.3), Pacsin2  (+1.6), Notch3 (+11.2), Ccnb2 (+2.2), Dbn1 (+1.4), Stk24  (+1.4), Ppfibp1 (+2.6), Ywhaz (+1.6), Ubfd1 (+1.4), Twf2  (+1.8), Ctnnb1 (+1.6), Puf60 (+1.3), Tmod3 (+1.4), Vapa  (+1.8), F11r (+1.3), Micall1 (+1.5), Cdh3 (+3.1), Lad1 (+13.9),  Ppp1r13l (+1.7), Bsg (+1.4), Cadm1 (+1.5), Eno1 (+1.5),  Slc9a3r2 (+1.4), C330027C09Rik (+2.4), Dsc2 (+1.7), Asap1  (+1.7), Anln (+2.0), Pfkp (+1.9), Baiap2l1 (+1.2), Add1 (+1.3),  Cttn (+1.4), Ndrg1 (+3.5), Baiap2 (+1.3), Aldoa (+1.4),  Coro1b (+1.3), Tagln2 (+1.5) |

| **Metabolism** | **q-value** | **Gene symbols with fold change (FC)** |
| --- | --- | --- |
| mmu00010:Glycolysis / Gluconeogenesis#3 | 8.15E-06 | Tpi1 (+1.8), Pgam1 (+1.6), Aldh3b1 (+1.6), Aldoc (+1.5),  Ldha (+1.3), Hk2 (+1.9), Pgm2 (+1.6), Aldh2 (+1.3), Eno2  (+8.3), Galm (+15.6), Aldh3a1 (+1.6), Pfkm (+1.7), Aldh7a1  (+1.8), Pfkl (+1.5), Eno1 (+1.5), Gpi1 (+1.8), Eno3 (+1.7),  Pfkp (+1.9), Pck2 (+1.4), Aldoa (+1.4), Hk1 (+1.5), Gapdh  (+1.5) |
| mmu05230:Central carbon metabolism in cancer | 3.59E-05 | Mtor (+1.3), Pgam1 (+1.6), Pdk1 (+2.2), G6pdx (+1.3), Hk2  (+1.9), Pik3cd (+3.9), Map2k1 (+1.8), Akt3 (+6.7), Pfkm  (+1.7), Slc7a5 (+1.9), Kit (+43.4), Pfkl (+1.5), Slc2a1 (+1.7),  Fgfr1 (+1.6), Pfkp (+1.9), Slc16a3 (+26.5), Gls2 (+3.2), Fgfr3  (+3.6), Pdgfra (+5.6), Hk1 (+1.5), Mapk3 (+1.5) |
| Glycolysis | 3.87E-05 | Pgam1 (+1.6), Tpi1 (+1.8), Aldoc (+1.5), Hk2 (+1.9), Eno2  (+8.3), Pfkm (+1.7), Pfkl (+1.5), Eno1 (+1.5), Gpi1 (+1.8),  Eno3 (+1.7), Pfkp (+1.9), Aldoa (+1.4), Hk1 (+1.5), Gapdh  (+1.5) |
| mmu00480:Glutathione metabolism | 4.02E-05 | Mgst2 (+13.6), Gsta3 (+4.9), G6pdx (+1.3), Gpx8 (+2.1),  Gstm6 (+816.4), Ggt5 (+5.2), Ggt6 (+3.6), Rrm2b (+1.4),  Gstm1 (+6.9), Gstt1 (+5.0), Gstm7 (+19.2), Gstt3 (+2.4), |

|  |  | Gstk1 (+38.2), Anpep (+11.7), Gstm4 (+4.7), Gstm2 (+2.6),  Oplah (+1.6), Gsta2 (+5.7), Rrm1 (+1.5) |
| --- | --- | --- |
| GO:0006096~glycolytic process | 1.51E-04 | Pgam1 (+1.6), Tpi1 (+1.8), Aldoc (+1.5), Hk2 (+1.9), Eno2  (+8.3), Pfkm (+1.7), Pfkl (+1.5), Eno1 (+1.5), Gpi1 (+1.8),  Eno3 (+1.7), Pfkp (+1.9), Aldoa (+1.4), Hk1 (+1.5), Gapdh  (+1.5) |
| mmu00052:Galactose metabolism | 4.80E-04 | B4galt1 (+1.3), Glb1 (+1.4), Hk2 (+1.9), Pgm2 (+1.6), Akr1b8  (+3.7), Galm (+15.6), Pfkm (+1.7), Pfkl (+1.5), Akr1b3 (+3.6),  Pfkp (+1.9), Hk1 (+1.5), Akr1b7 (+77.8), Akr1b10 (+2.2) |
| GO:0004364~glutathione transferase activity | 5.41E-04 | Mgst2 (+13.6), Gstm1 (+6.9), Gstm7 (+19.2), Gstt1 (+5.0),  Gstt3 (+2.4), Gsta3 (+4.9), Gstz1 (+1.8), Gstm6 (+816.4),  BC021614 (+166.2), Gstk1 (+38.2), Gstm4 (+4.7), Gstm2  (+2.6), Gsta2 (+5.7) |
| GO:0008152~metabolic process | 7.61E-04 | Eci2 (+1.5), Tpi1 (+1.8), Naga (+1.4), Fuca1 (+1.3), Gstz1  (+1.8), Mcat (+2.0), Nt5c3 (+1.4), Pfkm (+1.7), Gstm7  (+19.2), Sulf2 (+2.1), Acy3 (+1.6), Scp2 (+1.3), Enpp1 (+2.2),  Pgam1 (+1.6), Gsta3 (+4.9), Aldh3b1 (+1.6), Hk2 (+1.9),  Hadha (+1.3), Myo5b (+3.6), Aldh3a1 (+1.6), Aldh7a1 (+1.8),  Gstm1 (+6.9), Pak1 (+2.6), Aldh1l2 (+8.8), Enpp5 (+2.0),  Bcat1 (+3.0), Nadk2 (+2.6), Rrm1 (+1.5), Hk1 (+1.5), Gyltl1b  (+4.1), Agpat2 (+2.1), Aco2 (+1.3), Xrcc6 (+1.8), Acad10  (+1.9), Nt5c2 (+1.6), Tsta3 (+1.7), Neil2 (+6.7), Acaa2 (+1.4),  Aldh5a1 (+4.0), Aldh2 (+1.3), Pla2g6 (+1.4), Camk1 (+1.6),  Aldh1a2 (+8.3), Gys1 (+1.9), Alppl2 (+3.9), Echs1 (+1.5),  Gstm2 (+2.6), Arsa (+1.5), Gsta2 (+5.7), Lpcat2 (+3.5), Alpl  (+126.7), Acacb (+3.8), Slc27a1 (+3.2), Papss2 (+14.2),  Isoc2b (+2.4), Acsbg1 (+4.6), Gpam (+1.9), Hyal1 (+2.2),  Glb1 (+1.4), Gstm6 (+816.4), Acadsb (+1.4), Mthfd2 (+2.7),  Pfkl (+1.5), Arsb (+1.3), Aldh18a1 (+1.6), Aasdh (+1.9),  BC021614 (+166.2), Pfkp (+1.9), Ugdh (+1.7), Alad (+1.7),  Grhpr (+2.0), Hadhb (+1.6), Enpp2 (+4.9), Hexdc (+1.4) |
| mmu01100:Metabolic pathways | 3.87E-03 | Mthfs (+4.0), Ndufa6 (+1.5), Tpi1 (+1.8), Ugcg (+1.6), Aox4  (+10.7), Aldoc (+1.5), Mcat (+2.0), Pgm2 (+1.6), Glce (+2.1),  Nt5c3 (+1.4), Pfkm (+1.7), Gatm (+131.7), Gbe1 (+3.1),  Nampt (+1.5), Plcb4 (+1.9), Cyp2c44 (+28.5), Adssl1 (+5.1),  Cox17 (+1.5), Enpp1 (+2.2), Gfpt1 (+1.3), Khk (+2.6), Oat  (+1.6), Extl1 (+3.9), Ptdss2 (+1.7), Bcat1 (+3.0), Etnk2  (+11.6), Nadk2 (+2.6), Prim1 (+2.4), Nos1 (+63.9), St3gal5  (+2.0), Polr3h (+1.6), Aco2 (+1.3), Nt5c2 (+1.6), Tsta3 (+1.7),  Ppox (+1.8), Tk1 (+2.6), Pycrl (+1.7), Akr1b8 (+3.7), Aldh5a1  (+4.0), Pla2g6 (+1.4), Naprt1 (+4.6), Ndufb4 (+3.1), Aldh1a2  (+8.3), Nt5e (+5.6), Cyp27a1 (+9.9), Csad (+1.4), Pnliprp1  (+1.8), Gls2 (+3.2), Alpl (+126.7), Acacb (+3.8), Ass1 (+5.6),  Akr1b7 (+77.8), Acsbg1 (+4.6), P4ha2 (+2.1), Gpam (+1.9),  Pold3 (+1.5), Glb1 (+1.4), Mthfd2 (+2.7), Acadsb (+1.4), Tst  (+2.8), Atp6v1c2 (+9.8), Aox1 (+1.8), Bcmo1 (+70.9), Lipt2  (+2.5), Gfpt2 (+1.8), Arsb (+1.3), Pld2 (+1.5), Pnp2 (+118.5),  Nos2 (+12.7), Gpi1 (+1.8), Akr1b3 (+3.6), Ugdh (+1.7), Grhpr  (+2.0), P4ha1 (+2.2), Hadhb (+1.6), Ak1 (+1.3), Cda (+7.7),  Cpox (+1.8), G6pdx (+1.3), Gstz1 (+1.8), B4galt6 (+1.5), Gpt  (+10.8), Pcyt1b (+2.3), A4galt (+2.8), Eno2 (+8.3), Galm  (+15.6), Nmnat2 (+9.7), Glul (+1.4), Gmppa (+1.6), Polr2f  (+1.3), Plch1 (+2.1), St3gal2 (+1.3), Pip5k1b (+3.6), Scp2  (+1.3), Pon3 (+3.6), Gapdh (+1.5), Ak7 (+8.3), Pgam1 (+1.6),  Atp6v1c1 (+1.5), Aldh3b1 (+1.6), Cyp4f14 (+16.3), Pold4 |

|  |  | (+1.5), Hk2 (+1.9), Ndufa4l2 (+221.2), Hadha (+1.3), Ggt6  (+3.6), Aldh3a1 (+1.6), Aldh7a1 (+1.8), Rrm2b (+1.4), Ptgds  (+4.7), Cox6b2 (+17.3), Eno1 (+1.5), Uros (+2.0), Eno3  (+1.7), Extl3 (+1.4), Ext1 (+1.3), Anpep (+11.7), Ndufb9  (+1.5), Abat (+40.6), Rrm1 (+1.5), Hk1 (+1.5), Agpat2 (+2.1),  Degs1 (+1.3), B4galt1 (+1.3), Ogdhl (+201.2), Ldha (+1.3),  Aldh2 (+1.3), Hykk (+3.4), Acaa2 (+1.4), Hdc (+20.4), Alppl2  (+3.9), Pts (+1.7), Pla2g7 (+12.1), Amacr (+1.8), Echs1  (+1.5), B3gnt3 (+2.5), Pck2 (+1.4), Lpcat2 (+3.5), B4galnt1  (+2.1), Ada (+7.8), Papss2 (+14.2), Hyal1 (+2.2), Mpst  (+1.6), Ggt5 (+5.2), P4ha3 (+22.9), Hpse (+4.9), Galnt18  (+11.2), Cmas (+1.4), Pfkl (+1.5), Nags (+22.1), Aldh18a1  (+1.6), Galnt12 (+3.1), Cmbl (+33.7), Alg10b (+1.3), Pfkp  (+1.9), Alad (+1.7), Fam213b (+4.0), Man1c1 (+3.4), Aldoa  (+1.4), Akr1b10 (+2.2) |
| --- | --- | --- |
| GO:0006749~glutathione metabolic process | 4.15E-03 | Gsta3 (+4.9), G6pdx (+1.3), Gstz1 (+1.8), Ggt5 (+5.2), Ggt6  (+3.6), Aldh5a1 (+4.0), Gstt1 (+5.0), Gstm7 (+19.2), Gstm1  (+6.9), Gstt3 (+2.4), Gstk1 (+38.2), Gstm4 (+4.7), Oplah  (+1.6), Gstm2 (+2.6), Gsta2 (+5.7) |
| IPR004046:Glutathione S- transferase, C-terminal | 4.48E-03 | Gstm1 (+6.9), Gstm7 (+19.2), Gstt1 (+5.0), Gstt3 (+2.4),  Gsta3 (+4.9), Gstz1 (+1.8), Gstm6 (+816.4), BC021614  (+166.2), Gstm4 (+4.7), Gstm2 (+2.6), Gsta2 (+5.7) |
| GO:0005739~mitochondrion | 5.94E-03 | Mcat (+2.0), Nt5c3 (+1.4), Efhd1 (+194.2), Disc1 (+22.4),  Higd1a (+1.5), Nit1 (+1.8), Tatdn3 (+2.3), Ago2 (+1.6),  Rmnd1 (+1.6), Vdac1 (+1.4), Esr1 (+1.7), Mettl20 (+1.8),  Pdk4 (+3.7), Myh10 (+20.6), Oat (+1.6), Aldh1l2 (+8.8),  Bcat1 (+3.0), Hif3a (+4.4), Nadk2 (+2.6), Cav1 (+2.7), Nos1  (+63.9), Slc25a30 (+1.7), Aldh5a1 (+4.0), Fam73a (+2.3),  Abcd1 (+2.1), Bok (+1.5), Cyp27a1 (+9.9), Slc25a24 (+1.3),  Gls2 (+3.2), Acacb (+3.8), Ywhaz (+1.6), Mapk3 (+1.5),  As3mt (+22.0), Msra (+8.8), Isoc2b (+2.4), Pycard (+4.3),  Rab11fip5 (+1.7), Acbd3 (+1.3), Tst (+2.8), Map2k1 (+1.8),  Parp1 (+1.6), Tfrc (+2.1), Bcl2l2 (+1.3), Arsb (+1.3), Sccpdh  (+1.6), Hadhb (+1.6), 1110007C09Rik (+2.1), Lonp1 (+1.7),  Ppp1cc (+1.4), Cpox (+1.8), Dcakd (+1.4), Anxa6 (+1.7),  Hivep1 (+1.3), Ripk3 (+44.1), Ddah2 (+1.6), Plscr3 (+1.5),  Rab3d (+1.5), Zfp13 (+2.3), Lyrm5 (+1.8), Ccdc58 (+2.3),  Rsad2 (+8.9), Hk2 (+1.9), Slc25a13 (+1.4), Hadha (+1.3),  Tspo (+1.5), Aldh7a1 (+1.8), Clybl (+2.3), D2hgdh (+1.7),  Uros (+2.0), Hspa2 (+1.8), Ndufb9 (+1.5), Abat (+40.6),  Degs1 (+1.3), Ogdhl (+201.2), Prelid1 (+1.5), Dpysl2 (+1.3),  Ociad2 (+3.4), Hebp2 (+18.1), Ociad1 (+1.3), Myg1 (+1.4),  Ddit4 (+2.3), Sp140 (+4.8), Rnasel (+4.7), Rai14 (+1.9),  Amacr (+1.8), Elk3 (+1.6), Echs1 (+1.5), Xrcc3 (+5.1),  Slc27a1 (+3.2), Mpst (+1.6), Nags (+22.1), Aldh18a1 (+1.6),  Gpd1 (+7.3), Ldhd (+2.3), Adck5 (+1.4), Reep1 (+47.1),  Aldoa (+1.4), Ucp2 (+2.4), Mthfs (+4.0), Ndufa6 (+1.5),  Smdt1 (+1.5), Aldoc (+1.5), Acot13 (+1.4), Cyb5r3 (+1.5),  Oas1a (+16.2), Gatm (+131.7), Ap2m1 (+1.3), Cox17 (+1.5),  Malsu1 (+1.4), Cox14 (+1.7), Ppp3ca (+1.3), Shc1 (+1.5),  Maff (+1.5), Oxr1 (+1.9), Slc25a45 (+1.7), Ssbp1 (+1.8),  Hebp1 (+4.1), Aco2 (+1.3), Ppox (+1.8), Dact2 (+17.1),  Pla2g6 (+1.4), Ndufb4 (+3.1), Bnip3 (+8.4), Rab24 (+1.6),  Prkcd (+1.5), Vamp1 (+2.0), Ass1 (+5.6), Akr1b7 (+77.8),  Cerk (+2.4), Gm2a (+2.5), Gpam (+1.9), Etfa (+1.5), Pold3 |

|  |  | (+1.5), Acadsb (+1.4), Mthfd2 (+2.7), Rmdn2 (+2.1), Tert  (+1.6), Star (+1.8), Lipt2 (+2.5), Immt (+1.3), Hrsp12 (+2.2),  Gsk3b (+1.4), Guf1 (+1.5), P4ha1 (+2.2), Fastk (+1.7), Eci2  (+1.5), Maats1 (+8.5), Gstz1 (+1.8), Bphl (+2.0), Pmaip1  (+2.1), Glul (+1.4), Cpt1b (+3.8), Mtch1 (+1.4), Scp2 (+1.3),  Slc22a4 (+2.4), Gapdh (+1.5), Fam162a (+1.9), Pdk1 (+2.2),  Serhl (+1.5), Slc25a11 (+1.3), Bckdk (+1.4), Bsg (+1.4), Lrp5  (+6.1), Rrm2b (+1.4), Cox6b2 (+17.3), Slc25a17 (+1.5), Hk1  (+1.5), Tap1 (+2.0), Adck3 (+2.3), Acad10 (+1.9), Ldha  (+1.3), Pebp1 (+1.3), Arl2 (+1.4), Cdk1 (+1.8), Aldh2 (+1.3),  Acaa2 (+1.4), Tmem173 (+1.7), Ccdc90b (+2.6), Pts (+1.7),  Thra (+1.6), Prkca (+1.9), Capn1 (+1.6), Pck2 (+1.4), Bco2  (+9.2), Cryab (+7.7), Mtor (+1.3), Pick1 (+1.4), Phyh (+1.4),  Adhfe1 (+3.5), Sfxn4 (+2.8), Palld (+1.8), Lrrc24 (+32.1),  Kank2 (+1.7), Dmpk (+8.7), Gstk1 (+38.2), Gprc5c (+2.5),  Fdx1 (+1.6), Prelid2 (+20.4), Akr1b10 (+2.2), Rab11a (+1.3) |
| --- | --- | --- |
| IPR004045:Glutathione S- transferase, N-terminal | 8.26E-03 | Gstm1 (+6.9), Gstm7 (+19.2), Gstt1 (+5.0), Gstt3 (+2.4),  Gsta3 (+4.9), Gstz1 (+1.8), Gstm6 (+816.4), BC021614  (+166.2), Gstm4 (+4.7), Gstm2 (+2.6), Gsta2 (+5.7) |
| GO:0005975~carbohydrate metabolic process | 3.73E-02 | Stbd1 (+3.4), B4galt1 (+1.3), Naga (+1.4), Fuca1 (+1.3),  G6pdx (+1.3), B4galt6 (+1.5), Ldha (+1.3), Pgm2 (+1.6), Siae  (+1.7), Epm2a (+3.0), Galm (+15.6), Gbe1 (+3.1), Lctl (+3.1),  Ppp1r3c (+21.7), Chid1 (+1.5), Gapdh (+1.5), Gfpt1 (+1.3),  Pdk1 (+2.2), Ppp1r3b (+3.3), Khk (+2.6), Glb1 (+1.4), Hyal1  (+2.2), Hk2 (+1.9), Hpse (+4.9), Pdk4 (+3.7), Gfpt2 (+1.8),  Gsk3b (+1.4), Pfkl (+1.5), Ppp1cb (+1.3), Gpi1 (+1.8), Gpd1  (+7.3), Ugdh (+1.7), Fggy (+5.5), Hk1 (+1.5), Hexdc (+1.4) |

| **Down-regulation Lipid metabolism** | **q-value** | **Gene symbols with fold change (FC)** |
| --- | --- | --- |
| GO:0006695~cholesterol biosynthetic process | 2.85E-12 | Fdps (-4.2), Hsd17b7 (-4.0), Nsdhl (-4.1), Cyp51 (-2.4), Mvd  (-4.0), Idi1 (-3.3), Pmvk (-2.1), Cftr (-2.8), Hmgcs1 (-2.9),  Insig1 (-3.0), Dhcr24 (-5.1), Fdft1 (-2.1), Mvk (-2.2) |
| GO:0016126~sterol biosynthetic process | 1.53E-11 | Pmvk (-2.1), Hmgcs1 (-2.9), Insig1 (-3.0), Fdps (-4.2), Dhcr24  (-5.1), Nsdhl (-4.1), Fdft1 (-2.1), Sc4mol (-3.2), Cyp51 (-2.4),  Sqle (-2.9), Mvk (-2.2), Mvd (-4.0) |
| Sterol biosynthesis | 1.37E-10 | Pmvk (-2.1), Hmgcs1 (-2.9), Fdps (-4.2), Dhcr24 (-5.1), Nsdhl  (-4.1), Fdft1 (-2.1), Sc4mol (-3.2), Cyp51 (-2.4), Mvk (-2.2),  Idi1 (-3.3), Mvd (-4.0) |
| Cholesterol biosynthesis | 2.33E-10 | Pmvk (-2.1), Hmgcs1 (-2.9), Fdps (-4.2), Dhcr24 (-5.1), Nsdhl  (-4.1), Fdft1 (-2.1), Cyp51 (-2.4), Mvk (-2.2), Idi1 (-3.3), Mvd  (-4.0) |
| Steroid biosynthesis | 5.34E-10 | Pmvk (-2.1), Hmgcs1 (-2.9), Fdps (-4.2), Dhcr24 (-5.1),  Hsd17b7 (-4.0), Nsdhl (-4.1), Fdft1 (-2.1), Sc4mol (-3.2),  Cyp51 (-2.4), Mvk (-2.2), Idi1 (-3.3), Mvd (-4.0) |
| Sterol metabolism | 7.25E-10 | Fdps (-4.2), Nsdhl (-4.1), Cyp51 (-2.4), Sorl1 (-2.1), Mvd (-  4.0), Idi1 (-3.3), Pmvk (-2.1), Hmgcs1 (-2.9), Insig1 (-3.0),  Ldlr (-2.5), Dhcr24 (-5.1), Fdft1 (-2.1), Sc4mol (-3.2), Mvk (-  2.2) |
| Cholesterol metabolism | 2.32E-09 | Fdps (-4.2), Nsdhl (-4.1), Cyp51 (-2.4), Sorl1 (-2.1), Mvd (-  4.0), Idi1 (-3.3), Pmvk (-2.1), Hmgcs1 (-2.9), Insig1 (-3.0),  Ldlr (-2.5), Dhcr24 (-5.1), Fdft1 (-2.1), Mvk (-2.2) |

| Steroid metabolism | 5.64E-09 | Fdps (-4.2), Nsdhl (-4.1), Cyp51 (-2.4), Sorl1 (-2.1), Mvd (-  4.0), Idi1 (-3.3), Pmvk (-2.1), Hmgcs1 (-2.9), Insig1 (-3.0),  Ldlr (-2.5), Dhcr24 (-5.1), Fdft1 (-2.1), Sc4mol (-3.2), Mvk (-  2.2) |
| --- | --- | --- |
| GO:0006629~lipid metabolic process | 2.67E-05 | Fabp5 (-2.8), Gdpd1 (-2.2), Fdps (-4.2), Acsl1 (-3.4),  Hsd17b7 (-4.0), Cyp51 (-2.4), Tnxb (-4.1), Mvd (-4.0), Insig1  (-3.0), Pnliprp2 (-6.7), Acaca (-2.4), Sc4mol (-3.2), Ptgs2 (-  3.8), Ppap2a (-2.2), Nsdhl (-4.1), Fasn (-2.4), Sorl1 (-2.1),  Fads2 (-2.4), Pmvk (-2.1), Hmgcs1 (-2.9), Gdpd2 (-2.1), Ldlr  (-2.5), Dhcr24 (-5.1), Fdft1 (-2.1), Sgms2 (-2.2), Mvk (-2.2) |
| mmu00100:Steroid biosynthesis | 3.31E-05 | Dhcr24 (-5.1), Hsd17b7 (-4.0), Nsdhl (-4.1), Fdft1 (-2.1),  Sc4mol (-3.2), Cyp51 (-2.4), Sqle (-2.9) |
| Lipid metabolism | 3.13E-04 | Fdps (-4.2), Acsl1 (-3.4), Hsd17b7 (-4.0), Nsdhl (-4.1), Fasn  (-2.4), Cyp51 (-2.4), Sorl1 (-2.1), Mvd (-4.0), Idi1 (-3.3), Pmvk  (-2.1), Fads2 (-2.4), Hmgcs1 (-2.9), Insig1 (-3.0), Ldlr (-2.5),  Pnliprp2 (-6.7), Dhcr24 (-5.1), Acaca (-2.4), Fdft1 (-2.1),  Sgms2 (-2.2), Sc4mol (-3.2), Mvk (-2.2), Ptgs2 (-3.8) |

The associated genes in the pathways with corresponding q-values are shown.

The fold changes (ID8-P2 vs. ID8-P0) are enclosed in the bracket.

# Supplementary material for: Changes in mRNA/protein expression and signaling pathways in in vivo passaged mouse ovarian cancer cells
**Source:** PLoS One. 2018 Jun 21;13(6):e0197404. doi: 10.1371/journal.pone.0197404
**Supplement:** S3 Table — The associated genes in the pathways with corresponding q-values are shown. The fold changes (ID8-P2 vs. ID8-P0) are enclosed in the bracket.

# S3 Table DEGs up-regulated in ID8-PW2 associated with pH pathway.

| **SMART** | **q-value** | **Gene symbols with FC** |
| --- | --- | --- |
| SM00233:PH | 1.19E-05 | Afap1 (+2.3), Cit (+2.4), Arhgef28 (+5.9), Cyth4 (+22.7), Rtkn (+1.8),  Sptbn2 (+4.6), Dab2ip (+1.5), Cnksr1 (+233.9), Ngef (+8.7), Arhgap9  (+4.2), Osbp2 (+3.6), Arap2 (+1.8), Plch1 (+2.1), Net1 (+1.9), Rasal1  (+2.1), Arhgef40 (+4.2), Plekhg5 (+1.4), Arhgef7 (+1.3), Sptb (+2.6),  Plekha2 (+1.5), Arap3 (+6.4), Rasa1 (+1.5), Phldb1 (+1.6), Afap1l1  (+84.1), Plekhg4 (+7.0), Psd4 (+8.1), Syngap1 (+1.7), Plcl1 (+5.7),  Plekho1 (+4.6), Arhgef6 (+5.3), Triobp (+1.4), Plekhg6 (+5.2), Arap1  (+3.1), Dnm1 (+3.6), Rtkn2 (+7.2), Dock10 (+17.4), Gab2 (+3.2),  Arhgef19 (+1.8), Akt3 (+6.7), Plekha6 (+1.7), Plekhn1 (+2.2), Prkd3  (+1.3), Spata13 (+2.0), Def6 (+121.2), Pld2 (+1.5), Acap1 (+10.8),  Anln (+2.0), Asap1 (+1.7), Sbf1 (+1.3), Osbpl9 (+1.3), Fam109b  (+143.1), Tiam2 (+2.0), Rasal2 (+1.7), Arhgef3 (+7.6) |

The associated genes in the pathways with corresponding q-values are shown.

The fold changes (ID8-P2 vs. ID8-P0) are enclosed in the bracket.

How the deposited data were processed for this re-analysis (not part of the article)

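RNA from 2 libraries of ID8-P0 cells and 2 libraries of ID8-PW2 cells, each kept in suspension for 24 h, was compared. ID8-PW2 cells had passed 2 times through mice. The authors called bases with CASAVA 1.8.2, trimmed reads with Trimmomatic 0.22, aligned them to the mouse genome and transcriptome with TopHat2 2.0.6 and Bowtie2 2.0.2, counted reads per gene on the annotated strand with a script of their own and compared the groups with edgeR 3.20.8. Neither the edgeR test nor a filter is stated. The submitters' notes name a human build, while the gene identifiers and chromosomes are mouse. Of the 23875 genes listed, 23382 have their identifier in GENCODE release M21 for GRCm38, and 18929 have the same start or end there.

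In the table as deposited, the fold change is a ratio of ID8-PW2 over ID8-P0 that the authors made with edgeR from the counts. The log2 fold change, as deposited by the authors, is the log2 of that ratio, and the log2 CPM is the authors' mean level over the 4 libraries from edgeR. The p-value and FDR columns were made by the authors with edgeR, and the FDR was found equal to the Benjamini-Hochberg adjustment of the p-value over all genes listed. The dispersion, a score per gene that edgeR estimated, and the call, a score of higher, lower or neither, are also the authors', as deposited. The call column was not used for calls here. The 4 columns of counts carry names that no label uses, so they were given to no sample and used in no step. Depth per library, values per library and their precision are therefore not given here, and no model was fitted again.

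Genes were called at an adjusted p under 0.01 with a fold change over 1.2 or under 0.83. The BCV is the square root of the dispersion in percent. The level of a gene in each group was estimated from its mean level and fold change. A mean of at least 1 CPM made a gene expressed, and lists, chromosomes and RNA classes were examined among expressed genes. The 58 gene lists were fixed before the data were examined; 47 had at least 5 expressed members and were tested, and 5 had none. Members called in each direction were tested with Fisher's exact test (one-sided, scipy 1.17.1), and the lists with cameraPR of limma 3.58.1 in R 4.3.3 on ranks of the signed z made from the authors' p-values, at an inter-gene correlation of 0.01. P-values were adjusted by the Benjamini-Hochberg method over lists, and 0.05 was the threshold. Many list themes are ones that the paper reports from these libraries, a choice that this adjustment does not cover. Further computing used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The 329 genes of the named set are those named in the paper, whose values in its tables count as seen; in each direction the 15 called genes with the largest change among those with at least 10 CPM in the higher group; up to 4 called members per list, or other members where fewer were called; the 10 most abundant genes; and 26 chosen after their values were seen. Results for some of these genes are not reported here. The part of this rule that needs values per library could not be applied.

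Chromosomes were compared with 100 random gene sets each, bins of 10 Mb with 100 shuffles of gene positions, and further tests used 10000 matched or random sets and bootstrap intervals at 95%. The calls, list tests and chromosome medians were tested on simulated data. Alternatives were other thresholds, genes above the table's lowest level, genes of at least 1 CPM and other settings of cameraPR. Those that need counts per library were left out.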

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

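The tests of explanations for chromosome 15 and for snoRNAs were chosen only after those patterns were seen, and that of a few strongly changed genes replaced another after the result of that one was known.

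Genes of chromosome 15, which the paper does not discuss as a group, had a median log2 fold change of 0.43, against at most 0.05 in 100 random gene sets, with 229 of 464 expressed genes higher and 14 lower. In gene sets from other chromosomes matched on GC content, length and level, the highest median was 0.0831, so these properties do not account for it. Of chromosome 15 genes, 83.0% had a log2 fold change above 0, against at most 58.2% in random sets from other chromosomes. The rise was thus spread over most of its genes. This share largely restates the median, so it is no separate test of a few strongly changed genes. The lower quartile of log2 fold changes was shifted by 0.46 against other chromosomes and the median by 0.43. An even shift from any source would give this too, so it cannot single out a gain of chromosome 15 in ID8-PW2. Such a gain may be a candidate explanation, as a hypothesis. Of 20 chromosomes, 16 lay outside their random sets, and no 10 Mb bin of chromosome 15 lay above every shuffle of positions (its 7 bins ran from 0.40 to 0.64, and the highest shuffle was 0.68). That bound is the highest over bins of all sizes, from 20 genes up, and was not matched to the size of each bin. It therefore does not show that these bins were ordinary. Outside chromosome 15, the highest bin median was 0.44, on chromosome 13 from 20000001. The lowest medians were those of chromosomes X (-0.23, with 66 genes lower and 37 higher) and 2 (-0.21, with 175 lower and 74 higher). DNA copy number was not analysed here, and a difference between the lanes, which cannot be told apart from the groups, stays open.

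The lowest median of 205 bins of 10 Mb was -0.72, in the first bin of chromosome 11 with 41 of 58 expressed genes lower and 3 higher, while the lowest shuffle was -0.50; the bins from 20000001 and 30000001 on the same chromosome had -0.69 and -0.52.

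Genes of snoRNAs, also outside the genes the paper discusses, had a median log2 fold change of -0.41, against -0.08 in the lowest random set, with 126 of 287 lower and 3 higher. Lower expression of the host genes does not account for it alone. Over the 242 snoRNAs with a host gene, the median difference, snoRNA minus host, was a log2 of -0.21 (95% interval -0.28 to -0.17), while some lay above their hosts. The 95 shortest snoRNAs, with a median of -0.65, lay under the 95 longest, with -0.26, by a log2 of -0.39 (interval -0.48 to -0.30), so a lower yield of short RNAs in the ID8-PW2 libraries, whose RNA was separated by size, may be a candidate explanation. A split by length can also split snoRNAs by class, which was not examined, so it cannot single out the yield. Expressed genes annotated as miRNA had a median of -0.41, with 11 of 66 lower and 1 higher. The 50 nucleolar protein genes, of which 11 were lower and 0 higher (17 and 4 at an unadjusted p under 0.05 from edgeR, the authors' tool), had a median of -0.15, at percentile 2.72 of random sets of expressed genes and 1.82 of sets of protein-coding genes, so lower expression of nucleolar protein genes stays open. No value here separates the passage in mice from the handling of the libraries, and lane and group cannot be told apart.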

How the results depend on the processing

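With a fold change over 2 or under 0.5, 1069 genes were called higher and 408 lower, and 105 of the 329 named genes were no longer called. Over genes with a mean of at least 1 CPM, an alternative chosen after seeing the data, 8711 genes were not called, and 1761 of the higher and 1434 of the lower genes were shared with the calls at all levels. With the adjusted p threshold at 0.05, 2507 genes were higher and 2017 lower, and of the named genes Zeb2 alone gained a call. Over genes above the table's lowest level, 1962 were higher and 1511 lower, and the 321 named genes above that level kept their calls. Of 106 counts of called list members, 64 moved by more than 1.5 times at 2-fold, 11 at an adjusted p of 0.05 and 2 at a mean of at least 1 CPM. The alternative settings of cameraPR were all chosen after seeing the data. At a correlation of 0.05, the lists that no longer passed, with their adjusted p, were aldehyde dehydrogenases (0.0772), epithelial genes (0.0772), fatty acid synthesis (0.0772), glutathione transferases (0.191) and steroidogenic genes (0.0555). With the signed z in place of ranks, aldehyde dehydrogenases (0.0584) no longer passed, while those that now passed were the desmosome (2.12e-05), endothelial markers (0.0421), mesenchymal genes (0.0382) and Wnt ligands and receptors (0.00608). Over all genes above the table's lowest level, epithelial genes (0.104) and glutathione transferases (0.0836) did not pass. No paired analysis was possible because the counts per library could not be given to samples. For the same reason, other normalizations (RLE, upper quartile, library size alone), DESeq2, the edgeR exact test, limma-voom, a filter of at least 10 counts, leaving out each library, other pseudocounts, an estimated inter-gene correlation, fry and correlations between replicates were not run. On simulated log2 fold changes with errors derived from the table's fold changes and p-values, 68% of genes changed by a log2 of 1 and 94% of those changed by a log2 of 2 were recovered, and 1.10% of 181 calls were false. Errors were drawn and tested at the same size, so the share of false calls was largely set in advance. Counts, dispersion, correlation between genes and lanes were not simulated, and fewer genes were changed than were called in the data. These shares therefore do not describe the calls in the data.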

Differences from the paper's values

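Of the fold changes, p-values and gene counts that the paper prints for this comparison, 46 fold changes, 48 p-values and 5 counts were compared, and 0 differed by more than 1.5 times. Both sides come from the authors' own edgeR comparison, and no model was fitted again. The match therefore checks the printed values and is no reproduction of the result. The paper's Results state a 2-fold threshold for its counts of higher and lower genes, and its Methods a fold change over 1.2 or under 0.83. At the Methods' thresholds 1902 genes were higher and 1466 lower, as in the paper, while at 2-fold 1069 were higher and 408 lower. The authors' deposited call, which was not used for calls here, marks 2522 genes higher and 2039 lower. It thus matches neither pair of counts, and the rule behind it was not examined. The lists of higher genes in S1 and S2 Tables hold genes from 1.21-fold, whereas those of lower genes end at 0.484.

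Some genes that the paper gives as changed were not called from the authors' deposited table at an adjusted p under 0.01. The paper describes Cdh1, Pkm and Nos3 as higher, with adjusted p = 0.117, 0.0599 and 0.0659 in the authors' deposited table, and no setting run called them. For Pkm, the paper also reports higher protein in ID8-P1 cells by Western blot, which these RNA values do not address. It gives Tjp1 and Ptk2 as slightly higher, with fold changes of 1.20 and 1.19 and adjusted p = 0.0251 and 0.0451 in the authors' deposited table, and no setting run called them either. It gives Zeb2 as higher, with adjusted p = 0.0267 in the authors' deposited table, which was called with the adjusted p threshold at 0.05, an alternative set before the data were examined. The directions of all of these in the authors' deposited table are those that the paper gives.

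The paper refers to S3 Table for a pH pathway, while the term that heads this table is a domain term for the pleckstrin homology domain. In a list of pH regulation fixed before the data were examined, 7 genes were higher and 7 lower of 27.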

Other observations

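The paper's tables list Gata4 and Star among its higher genes. Both belong to a fixed list of ovarian genes, from steroidogenic enzymes to hormone subunits, receptors and transcription factors, that was higher in ID8-PW2. Of 11 expressed, 7 were higher and 0 was lower (0 at an unadjusted p under 0.05 from edgeR, the authors' tool); adjusted over the list alone, 8 were higher and 0 were lower, and the list passed (adjusted p = 0.0109 from cameraPR, 0.0555 at a correlation of 0.05). Fold changes in the authors' deposited table were 4.50 for Inha, the inhibin alpha subunit, 2.61 for Amhr2, the receptor of anti-Müllerian hormone on chromosome 15, whose genes were higher as a group, 1.82 for Star, which brings cholesterol into mitochondria, and 1.56 for the transcription factor gene Gata4. The Notch pathway went both ways, with 5 higher and 3 lower of 10 (5 and 3 adjusted over the list alone; adjusted p = 0.399): Dtx1 had 24.5 in the authors' deposited table, while the receptor gene Notch2 had 0.447 and the ligand gene Jag1 0.648. Genes of MHC class I presentation were split in the same way, with 5 higher and 4 lower of 11 (5 and 4 adjusted over the list alone; adjusted p = 0.994). Tap2, a peptide transporter, had 3.73 and Psmb8, an immunoproteasome subunit, 6.78 in the authors' deposited table, while its relative Psmb10 had 0.304 and H2-T23 0.503. Of 23 interferon-stimulated genes, 7 were higher and 3 lower (7 and 3 adjusted over the list alone; adjusted p = 0.448), with Trim30a at 54.8, Oasl1 at 3.49 and Gbp2 at 0.355 in the authors' deposited table.

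Among ER chaperones and their regulators, 0 was higher (2 at an unadjusted p under 0.05 from edgeR) and 3 were lower of 14 (1 and 4 adjusted over the list alone; adjusted p = 0.242). Xbp1, a transcription factor of the unfolded protein response near the start of chromosome 11, where genes were lower as a group, had 0.578 in the authors' deposited table, and the chaperone genes Hyou1 and Dnajc3 had 0.771 and 0.685. Of 28 autophagy genes, 2 were higher and 3 lower (2 and 6 adjusted over the list alone; adjusted p = 0.332), the lower ones being Gabarapl1 (0.707) and the lysosomal membrane genes Lamp1 (0.759) and Lamp2 (0.781) in the authors' deposited table. The nuclear non-coding RNAs Malat1 and Snhg1 were lower, at 0.649 and 0.659 in the authors' deposited table, while Neat1 did not pass at 1.24 (adjusted p = 0.0791); of the 3 expressed in this list, 0 were higher (1 at an unadjusted p under 0.05 from edgeR, the authors' tool) and 2 lower (0 and 2 adjusted over the list alone). Mesothelial markers, which this line expresses, had 3 higher and 2 lower of 12 (3 and 2 adjusted over the list alone), with Upk3b at 1.67, Msln at 0.628 and Upk1b at 0.440 in the authors' deposited table.

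Some markers of other cell types were called higher in ID8-PW2, and the tests of cells carried along from the tumor were all chosen after these values were seen. Of the found markers at any level, 3 of 21 macrophage, 3 of 14 endothelial, 4 of 14 fibroblast and 5 of 30 skeletal muscle markers were called higher, while the macrophage marker Fcgr3 was lower, at 0.362 in the authors' deposited table. Carried-along cells would bring their abundant transcripts, yet the highest estimated level of these in ID8-PW2 was 0.359 CPM for macrophages, against 2.86 to 17.9 CPM more of Cd74, Csf1r and Cd68, and 0.906 CPM for endothelial cells, against 4.21 to 23.5 CPM more of Vwf, Pecam1 and Esam, so these cells are unlikely to account for those markers. For fibroblasts it was 2.07 CPM (Col1a1), against 69.8 CPM more of Dcn and 11.7 of Pdgfra, and for muscle fibres 1.37 CPM (Mylpf), against 11.9 CPM more of Actn3, more than 4 times that level, which argues against them for these markers; this limit, Mylpf and the abundant sets were chosen after values were seen, and those sets leave out most of the markers called higher and some that were not, such as Ttn and Myh8 of muscle (15.4 and 3.99 CPM in ID8-PW2), Mpeg1 and Fcgr3 of macrophages (6.58 and 7.45) and Ramp2 of endothelial cells (27.6), whose ID8-P0 levels would hide a small share. Fibroblasts stay open for Col3a1, itself among the abundant transcripts, and Col6a3, which gained at most 1.21 CPM. For muscle fibres, the limit did not decide on Ryr1, Tnni1, Des and Myoz2, which gained at most 2.92 CPM. Yet 0 of 8 abundant muscle transcripts were called higher, and Mylpf, the highest, gained 0.437 CPM. Ckm, Mb, Myh1 and Tnnt3 stood at the table's lowest level in both groups. These values argue against fibres for Ryr1, Tnni1, Des and Myoz2 as well. Expression of all these markers in ID8-PW2 cells themselves stays open, as a hypothesis.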
